# Identification of a JAK–STAT–miR155HG positive feedback loop in regulating natural killer (NK) cells proliferation and effector functions

**DOI:** 10.1016/j.apsb.2025.02.034

**Published:** 2025-03-02

**Authors:** Songyang Li, Yongjie Liu, Xiaofeng Yin, Yao Yang, Xinjia Liu, Jiaxing Qiu, Qinglan Yang, Yana Li, Zhiguo Tan, Hongyan Peng, Peiwen Xiong, Shuting Wu, Lanlan Huang, Xiangyu Wang, Sulai Liu, Yuxing Gong, Yuan Gao, Lingling Zhang, Junping Wang, Yafei Deng, Zhaoyang Zhong, Youcai Deng

**Keywords:** NK cells, iPSC-NK cells, lncRNA, miR155HG, Competing endogenous RNA, miR-6756, JAK–STAT signaling pathway

## Abstract

The Janus kinase/signal transducers and activators of transcription (JAK–STAT) control natural killer (NK) cells development and cytotoxic functions, however, whether long non-coding RNAs (lncRNAs) are involved in this pathway remains unknown. We found that miR155HG was elevated in activated NK cells and promoted their proliferation and effector functions in both NK92 and induced-pluripotent stem cells (iPSCs)-derived NK (iPSC-NK) cells, without reliance on its derived miR-155 and micropeptide P155. Mechanistically, miR155HG bound to miR-6756 and relieved its repression of JAK3 expression, thereby promoting the JAK–STAT pathway and enhancing NK cell proliferation and function. Further investigations disclosed that upon cytokine stimulation, STAT3 directly interacts with miR155HG promoter and induces miR155HG transcription. Collectively, we identify a miR155HG-mediated positive feedback loop of the JAK–STAT signaling. Our study will also provide a power target regarding miR155HG for improving NK cell generation and effector function in the field of NK cell adoptive transfer therapy against cancer, especially iPSC-derived NK cells.

## 1 Introduction

Natural killer (NK) cells are the frontline guardians in the immune response to cancer and invading pathogens, providing strong antitumor effects and exhibiting favorable safety profiles in the field of allogeneic cancer immunotherapy^1^, ^2^, ^3^. Once triggered, NK cells not only unleash their cytotoxic contents, such as perforin and granzyme B, to induce direct lysis of cancer cells but also rapidly generate chemokines and cytokines like interferon-gamma (IFN-*γ*), thereby regulating the adaptive immune response. Additionally, enhanced NK effector activity is also triggered by CD16-mediated antibody-dependent cellular cytotoxicity signaling^2^^,^^4^. However, the clinical efficacy of NK cell therapy is constrained by their shorter lifespan and diminished activity within the immunosuppressive and cytokine-deficient tumor microenvironment (TME)^1^. Therefore, identifying the fundamental mechanisms that support NK cell homeostasis could deepen our comprehension of NK cell regulatory mechanisms and potentially uncover new therapeutic targets for enhancing cancer immunotherapy outcomes.

To date, the growth, longevity, and effectiveness of NK cells are thought to be significantly influenced by external cytokines and internal transcription factors^5^. The synergistic effects of various cytokines, including interleukin (IL)-2, IL-12, IL-15, IL-21, and interferons, are essential for NK cell development, maturation and homeostasis. The Janus kinase/signal transducers and activators of transcription (JAK–STAT) pathway is a prototypical example that regulates distinct aspects of NK cell biology, including cell identity, survival, cytotoxicity, type I Interferon response downstream of several cytokines^6^^,^^7^. It has been shown that defective JAK–STAT signaling in NK cells contributes to NK cell dysfunction and tumorigenesis, such as loss of JAK3 and STAT5b^8^^,^^9^. Although previous findings have reported that cytokine-inducible SH2-containing protein (CIS) acts in the negative feedback loops IL-15–JAK–STATs–CIS–IL-15^10,11^, the feedback loops of JAK–STATs are still largely unknown. Given the important role of the JAK–STAT pathway in NK cell survival and function, discovering new regulators that preserve its activity could reveal additional targets for cancer immunotherapy.

Long non-coding RNAs (lncRNAs) constitute a vast and heterogeneous group of non-coding RNAs that exceed 500 nucleotides in length^12^. LncRNAs exert important roles in various cell activities, including proliferation, metabolism and motility through RNA–RNA, RNA–DNA and RNA–protein interactions^13^, ^14^, ^15^. Some abundant lncRNAs, exemplified by the lncRNA PNUTS, bind to miRNA and act as miRNA sponges, thereby inhibiting the target-repressing function of miRNAs^13^. Presently, it remains to be determined whether lncRNA plays a regulatory role in the cytokine/JAK/STAT signaling pathway within NK cells.

In this study, we reveal a novel positive feedback loop in the JAK–STAT pathway, that is, cytokine/JAK/STAT signaling induces miR155HG transcription, which acts as a sponge for miR-6756, preventing the miR-6756-mediated repression of JAK3 expression and thereby enhancing the JAK–STAT signaling and thus NK cell activation and function.

## 2 Materials and methods

### 2.1 Reagents

The following reagents were used: IL-2 (#589106; BioLegend, San Diego, CA, USA), IL-3 (#AF-200-03-1MG; ThermoFisher Scientific, Waltham, MA, 02454, USA), IL-7 (#AF-200-07-1000UG; ThermoFisher Scientific), IL-12 (#573002; BioLegend), IL-15 (#570306; BioLegend), stem cell factor (SCF, #AF-300-07-500UG; ThermoFisher Scientific), fms-like tyrosine kinase receptor-3 ligand (FLT3L, #AF-300-19-1MG; ThermoFisher Scientific), Roswell Park Memorial Institute 1640 (RPMI 1640)/Dulbecco's modified Eagle's medium (DMEM) (Gibco, Grand Island, NY, USA), STEMdiff™ APEL™2 Medium (#05275; STEMCELL Technologies, Vancouver, Canada), TrypLE™ Select Enzyme (#12563029; STEMCELL Technologies), GlutaMAX™ DMEM (#10569010; ThermoFisher Scientific), GlutaMAX™ F12 (#31765035; ThermoFisher Scientific), fetal bovine serum (FBS; Biological Industries, Kibbutz Beit Haemek, Israel), PGM1 medium (#CA1007500; Cellapy, Beijing, China), Animal-Free Recombinant Human VEGF 165 (AF-100-20-250UG; Peprotech), Animal-Free Recombinant Human BMP4 (AF-120-05ET-250UG; Peprotech), Animal-Free Recombinant Human FGF-basic (AF-100-18B-100UG; Peprotech), Human/Murine/Rat Activin A (AF-120-14E-100UG; Peprotech), Human TPO (AF-300-18-1MG; Peprotech), Animal-Free Recombinant Human IL-6 (AF-200-06-100UG; Peprotech), Recombinant Human EPO (100-64-100UG; Peprotech), Animal-Free Recombinant Human IGF-II (AF-100-12-100UG; Peprotech), *β*-mercaptoethanol (#21985023; ThermoFisher Scientific), l-glutamine (#C0212; Beyotime, Shanghai, China), sodium selenite (#S5261; Sigma–Aldrich, Taufkirchen, Germany), l-ascorbic acid (#A4403; Sigma–Aldrich), cholamine (#E9508; Sigma–Aldrich), MEM Non-Essential Amino Acids Solution (#11140-050; Gibco), Ficoll (#17144003; GE Healthcare Bio-Sciences, Pittsburgh, PA, USA), Penicillin–Streptomycin (#15140122; ThermoFisher Scientific), human NK cell isolation kit (#130-098-185; Miltenyi Biotec, San Diego, CA, USA), Percoll (#17089101; GE Healthcare Bio-Sciences), Enzyme-linked immunosorbent assay (ELISA) kits (#430104; Biolegend), Protein transport inhibitor Golgi Plug (#555028; BD Bioscience, San Diego, CA, USA) and Golgi Stop (#554715; BD Bioscience), the Foxp3/transcription factor staining buffer set kit (#00-5523-00; eBioscience, San Diego, CA, USA), PMA (#00-4970-93; eBioscience), collagenase type II (#17101015; Gibco), collagenase type IV (#17104019; Gibco) and DNase I (#10104159001; Roche Diagnostics GmbH, Manheim, Germany), the apoptosis kit (#559763; BD Bioscience), CellTrace Violet Cell Proliferation Kit (#C34557; ThermoFisher Scientific), L-(+)-lactic acid (#L6402; Merck KGaA, Darmstadt, Germany), P155 (GenScript, Nanjing, China)^16^, NE-PER Nuclear and Cytoplasmic Extraction Reagents (#78833; ThermoFisher Scientific), RNA antisense purification (RAP) Kit (#Bes5103; BersinBio, Guangzhou, China), Chromatin immunoprecipitation (ChIP) assay Kit (#P2078; Beyotime), Ruxolitinib (S1378; Selleckchem, Houston, TX, USA), Stattic (S7024; Selleckchem), Actinomycin D (ActD, S8964; Selleckchem).

The following antibodies were used in Western blot: rabbit monoclonal antibodies (mAbs) against human phospho-Tyr980/981 of JAK3 (5031t), human phospho-Y705 of STAT3 (9145T), STAT3 (4904S), phospho-Y693 of STAT4 (4134S), STAT4 (2653S), phospho-Y694 of STAT5 (9359S), STAT5 (94205S), GAPDH (8884S) from Cell Signalling Technology (CST, Beverly, MA, USA); rabbit monoclonal antibodies (mAbs) against JAK3 (ab45141), phospho-Tyr1022/1023 of JAK1 (ab138005), JAK1 (ab133666) from Abcam (Cambridge, UK).

The following antibodies were used in flow cytometry analysis: CD45 (#560178; BD Biosciences; #304037; BioLegend), CD56 (#562780, BD Biosciences; #392406, BioLegend; #IM2474, Beckman Coulter, Miami, FL, USA), CD3 (#300316; BioLegend), NKp46 (#331914; BioLegend), CD16 (#302012; BioLegend), CD34 (#343516; BioLegend), CD43 (#343206; BioLegend), IFN-*γ* (#502530; BioLegend), Ki67 (#350530; BioLegend), granzyme B (#561142; BD Biosciences), perforin (#353314; BioLegend), CD107a (#555801; BD Biosciences), 7-AAD antibodies (#559763; BD Bioscience), NKP30 (#130-112-430; Miltenyi, Bergisch Gladbach Germany), KIR2DL5A (#566330; BD Biosciences).

### 2.2 Cell lines

The NK92 NK cell line was cultured in RPMI 1640 medium enriched with 10% FBS, 400 U/mL IL-2, 1% MEM Non-Essential Amino Acids Solution, along with 1% penicillin, and 1% streptomycin. HEK293T, K562 and human hepatoma cell lines HCC-LM9 were grown in DMEM supplemented with 10% FBS, penicillin and streptomycin.

Purified human primary NK (PB-NK) cells were extracted from peripheral blood following previously established methods^17^. Blood samples from healthy individuals (age between 18 and 55 years) were collected from the Changsha Blood Center in China, under the approved protocol HCHLL-2023-182 by the Ethics Committee of Hunan Children's Hospital. Peripheral blood mononuclear cells were isolated from the blood leukocytes using a standard density gradient centrifugation method with Ficoll/Isopaque. The NK cells were then purified through negative selection with a commercial human NK cell isolation kit, after which they were subjected to fluorescence-activated cell sorting using the Aria III cell sorter from BD Biosciences. The purity of the sorted CD3^–^CD56^+^ NK cells exceeded 99.0%.

iPSC cell line, hiPSC-B1, was obtained from Cellapy and iPSC-NK cells were acquired after routinely differentiated from hiPSC-B1 as described previously^18^. Briefly, when the cells reached about 70% confluence, they were detached using TrypLE™ Select Enzyme and the reaction was halted with PGM1 medium. Subsequently, the cells were enumerated and resuspended at a density of 80,000 cells per well in a round-bottom 96-well plate, with each well containing 100 μL of STEMdiff™ APEL™2 medium, which was supplemented with 40 ng/mL SCF, 50 ng/mL VEGF 165, 20 ng/mL BMP4, 20 ng/mL FGF-basic, 10 ng/mL Activin A, and 10 μmol/L Y-27632. The peripheral wells of the plate were filled with sterile water to avert evaporation of the medium. The culture medium was replenished on a thrice-weekly basis. On Day 4 of EB differentiation, the culture medium was replaced with STEMdiff™ APEL™2 medium containing 50 ng/mL SCF, 20 ng/mL BMP4, 20 ng/mL FGF-basic, 100 ng/mL VEGF 165, 100 ng/mL IGF-II, and 3 μmol/L SB 431542. On the eighth day of the spin embryoid body (EB) differentiation process, cells from 14 to 16 wells of a 96-well plate were collectively transferred into one well of a 6-well plate that had been precoated with 2% gelatin and filled with 2 mL of NK differentiation medium, which supplemented with 50 ng/mL SCF, 20 ng/mL FGF-basic, 200 ng/mL VEGF 165, 20 ng/mL IGF-II, 25 ng/mL Flt3-Ligand, 25 ng/mL TPO, 50 ng/mL IL-3, 3 U/mL EPO, and 25 ng/mL IL-6. The NK cell culture medium was then refreshed every 3–4 days. The maturation of NK cells was assessed after a 28-day culture period.

The above cells were cultivated in a humidified, 5% CO_2_ incubator maintained at a constant temperature of 37 °C.

### 2.3 Cell counting assay

For loss-of-function assays, NK92-shCtrl/shmiR155HG (5 × 10^4^) cells were cultured in a 48-well plate for 72 h before assessment. Conversely, for gain-of-function experiments, iPSC cells were infected with lentivirus expressing the full-length miR155HG or its control sequence, then routinely differentiated into NK cells for 28 days before analysis.

### 2.4 Flow cytometry analysis

Cell staining was carried out as described previously^19^, ^20^, ^21^. For surface staining of CD45, CD56, CD3, NKP46, NKP30, KIR2DL5A and CD16, NK92 or iPSC-NK cells were incubated with the specified antibodies in 1 × phosphate-buffered saline (PBS) at room temperature (RT) for 15 min in a light-protected environment. For the detection of intracellular IFN-*γ*, iPSC-NK cells were treated with PMA in conjunction with BD Golgi Plug™ protein transport inhibitor for 6 h. Subsequently, the cells underwent staining using the Fixation/Permeabilization Solution Kit according to the manufacturer's protocol. For intracellular staining of Ki67, granzyme B and perforin, NK92 or iPSC-NK cells were treated with the Foxp3/Transcription Factor Staining Buffer Set to permeabilize them at 4 °C for 2 h. Subsequently, these cells were incubated with antibodies specific to Ki67, granzyme B, and perforin at RT for 30 min. For apoptosis staining of K562 cells, NK92-shCtrl/shmiR155HG cells, as well as iPSC-NK-Ctrl/miR155HG cells were harvested and stained with AnnexinV and 7-AAD antibodies suspended in 1 × binding buffer at RT for 15 min in the dark. The data were acquired on an LSRFortessa Flow Cytometer (BD Biosciences) and analyzed using FlowJo 10.5.3 software (Tree Star, Ashland, OR).

### 2.5 ELISA of IFN-γ secretion in cell culture medium

NK92 cell culture supernatant was harvested, and the levels of IFN-*γ* present in the supernatant were then quantified using a commercial ELISA kit, following the protocol provided by the manufacturer.

### 2.6 CD107a degranulation assay

The CD107a degranulation assay was carried out as described in previous studies^22^^,^^23^. In essence, NK92-shCtrl/shmiR155HG cells, stimulated with or without cytokines, were incubated with K562 cells at a ratio of 10:1 ratio in the presence of the anti-CD107a-PE antibodies and the protein transport inhibitor Golgi Plug and Golgi Stop. Following a 5-h co-incubation period at 37 °C, the proportion of CD107a-positive NK92 cells was examined using flow cytometry.

### 2.7 NK cell cytotoxicity assay

For K562 cells apoptosis assay, NK92-shCtrl/shmiR155HG cells, stimulated with or without cytokines, were incubated with CTV-labelled K562 at a ratio of 10:1 for 5 h. The cells were harvested and the frequencies of Annexin V-negative/7-AAD-negative, Annexin V-positive/7-AAD-negative, and Annexin V-positive/7-AAD-positive K562 cells were evaluated using the apoptosis kit by flow cytometry.

### 2.8 Model of human liver cancer and NK cell adoptive transfer

The mouse studies were approval by the Animal Ethics Committee of Hunan Children's Hospital, with the ethical approval number being HCHDWLL-2023-07. All procedures involving animals were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals as published by the National Institutes of Health (Publication No. 80-23, revised in 1996), as well as the institutional ethical standards for animal research.

NOD/ShiLtJGpt-Prkdcem26Cd52Il2rgem26Cd22Il15em1Cin(hIL15)/Gpt (NCG-IL15) mice (6 weeks of age) were utilized for the establishment of subcutaneous hepatocellular carcinoma (HCC) xenografts to evaluate the tumoricidal efficacy of NK92-shCtrl/shmiR155HG cells. Human HCC-LM9 cells (4 × 10^6^) were suspended in 100 μL of serum-free DMEM and injected subcutaneously into the inguinal region of the mice. One week post-inoculation, mice were intravenously administered with 2 × 10^6^ NK92-shCtrl/shmiR155HG cells *via* the tail vein on three separate occasions. After a total of 24 days from the initial injection, the mice were euthanized, and the resulting tumors were excised and weighed. The volume of the tumors at various time points was measured using a caliper and was determined by Eq (1):

(1) Volume = Length × Width^2^/2

### 2.9 RNA-sequencing and bioinformatics analysis

RNA was extracted from NK92-shCtrl/shmiR155HG cells stimulated with IL-2 (1000 U/mL) + IL-12 (10 ng/mL) for 12 h using AG RNAex Pro Reagent (AG21101; Accurate Biotechnology, Hunan, China). The quantity and purity of the RNA were assessed with BioDrop μLite equipment (Biochrom Ltd., Cambridge, UK). Poly(A) mRNA was purified using magnetic beads coated with Oligo(dT), and then the mRNA was randomly fragmented in a fragmentation buffer. Synthesis of the first strand of cDNA was carried out using the fragmented mRNA as a template and random hexamers for priming. Following end-repair and adapter ligation, RNA sequencing libraries were generated. These libraries were subsequently sequenced on an Illumina NovaSeq 6000 platform with 150 bp paired-end reads.

The raw sequencing reads were aligned to the human reference genome (hg38) using HISAT2 with default settings. StringTie (run with the “-e” parameter) and prepDE.py3 were used to calculate and merge read count information. Genes with a Counts per Million value greater than 1 in at least two samples were included in the analysis. Differential expression analysis was conducted using edgeR's exact test, with a logarithmic fold change (LFC) threshold set at log_2_(1.2) and a significance cutoff at a *P* value of less than 0.01. Gene Ontology (GO) enrichment analysis of DEGs was performed by clusterProfiler. The data presented in the figures are accessible in the published article and the Supporting Information The raw sequence data reported in this paper have been deposited in the Genome Sequence Archive in the National Genomics Data Center, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA: CRA020503) that are publicly accessible at https://ngdc.cncb.ac.cn/gsa^24^^,^^25^.

### 2.10 Isolation of NK cells from HCC samples

Following the receipt of proper informed consent, fresh HCC tissues and their adjacent non-neoplastic liver tissues were collected from patients undergoing tumor resection at Hunan Provincial People's Hospital. The study protocol was approved by the Institutional Review Board of the same hospital (the ethical approval number 2023-151). To isolate NK cells from these human samples, the tissues were first rinsed with PBS, minced into smaller fragments, and then treated with a mixture of collagenase type II (1 mg/mL), collagenase type IV (1 mg/mL), and DNase I (0.01 mg/mL) in DMEM with 2.5% FBS for 45 min at 37 °C, as described previously^26^. The lymphocytes were then separated using a 30%–40% Percoll gradient and rinsed twice with PBS. Subsequently, CD45^+^CD56^+^CD3^−^NK cells were purified using a fluorescence-activated cell sorting Aria cell sorter from BD Biosciences.

### 2.11 Isolation of cytoplasm and nuclear fraction

Utilizing the NE-PER Nuclear and Cytoplasmic Extraction Reagents and adhering to the manufacturer's protocol, the cytoplasmic and nuclear RNA fractions were extracted from NK92 cells (1 × 10^7^). The purity of non-nuclear and nuclear fractions was determined using specific RNA markers, namely GAPDH for the cytoplasmic fraction and MALAT1 for the nuclear fraction^27^, respectively.

### 2.12 Analysis of gene expression

Quantitative real-time polymerase chain reaction (RT-qPCR) and Western blot analysis were conducted to assess the expression levels of the genes of interest. The primers used for RT-qPCR are listed in Supporting Information Table S1. The clone numbers for all antibodies used in our study have been added to Supporting Information Table S2.

### 2.13 RAP assay

The miRNAs associated with miR155HG were identified using an RAP Kit, following the guidelines provided by the manufacturer. Biotin-labeled miR155HG probes and scramble control probes were synthesized by BersinBio, and the complete list of probe sequences utilized in the RAP assay can be found in Table S1. The process commenced with the cross-linking of NK92 cells (5 × 10^7^) using formaldehyde, followed by lysis and sonication. Subsequently, the cell lysates were incubated with the probes for 4 h at 37 °C to facilitate hybridization. After hybridization, streptavidin beads were added to the mixture and allowed to rotate at RT for an additional h to capture the probe–miRNA complexes. The RNAs that were successfully bound to the beads were then eluted, subjected to purification, and prepared for subsequent RT-qPCR analysis to determine the miRNAs bound to miR155HG.

### 2.14 Transfection with miRNA mimics and inhibitors

As previously detailed^28^, NK92 cells were transfected with 200 nmol/L Cy3-conjugated miR-155/miR-6756 mimics or the negative control (NC), Cy3-conjugated miR-6756 inhibitor (anti-miR-6756) and a control inhibitor (anti-NC) without the use of a transfection reagent. Following a 48-h transfection period, the cells were collected by centrifugation at 200×*g* for 5 min, resuspended in PBS, and the Cy3-positive NK92 cells were isolated by cell sorting. The miRNA mimics and inhibitors employed in this study were procured from GenePharma (Shanghai, China), and their respective sequences are provided in Table S1.

### 2.15 ChIP assay

ChIP assays were conducted in accordance with the manufacturer's protocol for a ChIP assay Kit. NK92 cells were stimulated with IL-2 (1000 U/mL) and IL-12 (10 ng/mL) for 2 h before cross-linking with a 0.5% formaldehyde solution for 15 min at RT. Subsequently, the cells were sonicated to reduce DNA to fragments ranging from 200 to 750 base pairs. The chromatin was immunoprecipitated using 2 μg of anti-STAT3 antibody or a matched isotype control IgG (2729S, CST) at 4 °C for 16 h with agitation. Protein A/G MagBeads (88802, ThermoFisher Scientific) were then used for the enrichment of DNA-protein complexes. After thorough washing, the immunocomplexes bound to the beads were extracted with 420 μL of elution buffer (0.1 mol/L NaHCO_3_, 1% SDS) and agitated at RT for 1 h. The supernatants were then treated with Tris–EDTA buffer to reverse the cross-links between DNA and proteins, followed by an overnight incubation at 65 °C. The resulting DNA fragments were purified and analyzed by qPCR using primers detailed in Table S1.

### 2.16 Luciferase reporter assay

Luciferase reporter assay was carried out as described previously^29^. Cells were cultivated in a 48-well plate, each well containing 200 μL of complete growth medium. The luciferase activity was measured 48 h after transfection using the dual-luciferase reporter assay kit from Promega. The pRL-TK vector from Promega, which encodes for *Renilla* luciferase, was utilized as an internal control to normalize variations in transfection efficiency and cell harvesting.

To determine the impact of STAT3 expression on the transcriptional activity of the miR155HG promoter, HEK293T cells were co-transfected with 300 ng of either pcDNA 3.1 or pcDNA 3.1-STAT3 (Public Protein/Plasmid Library, Nanjing, China), 50 ng of the p(−2.5/+0.12 k) (TsingKe Biotech, Beijing, China) promoter construct, and 25 ng of the pRL-TK plasmid.

### 2.17 Public sequencing database

The correlation between the expression levels of various genes was assessed using Spearman's rank correlation coefficient, as derived from data obtained in GEPIA 2 (http://gepia2.cancer-pku.cn/#index) and the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds/?term=). The putative binding sites of miRNAs in miR155HG and *JAK3* mRNA 3′UTR were predicted by TargetScan (https://www.targetscan.org/vert_71/). Transcription factors that may regulate miR155HG expression were predicted by ChIP-seq from the chEA3 (https://maayanlab.cloud/chea3/) website.

### 2.18 Statistical analysis

All statistical analyses were performed utilizing GraphPad Prism version 8.0, a software package by GraphPad Software Inc., based in La Jolla, CA, USA. The results are presented as the mean ± standard error of the mean (SEM), derived from a minimum of three separate experimental trials. For comparing differences among several groups, either two-tailed unpaired or paired Student's *t*-tests, or two-way ANOVA, were employed as appropriate. A statistical significance threshold was set at *P* < 0.05. Additionally, Spearman's correlation coefficient was applied to evaluate the correlation between expression levels of various genes.

## 3 Results

### 3.1 The levels of miR155HG expression exhibit a positive correlation with the activation and effector functions of NK cells

To identify lncRNAs elevated in activated NK cells, we conducted a bioinformatic analysis utilizing the 10.13039/100000085GEO dataset (GSE110446)^30^ and found that the lncRNA miR155HG fulfilled the following criteria (Fig. 1A–D; Supporting Information Fig. S1): (1) More than 2-fold upregulation in activated NK cells compared to unstimulated NK cells; (2) Found in intergenic areas of genome. (3) Coexpression with NK cells effector molecules in tumors^31^. These findings were also confirmed by both human PB-NK cells and NK92 cell lines. miR155HG expression was significantly increased in human PB-NK cells treated with IL-15 alone or a combination of IL-2 and IL-12 for 12 h, compared to unstimulated NK cells (Fig. 1E, left panel). Furthermore, lactate (Fig. 1E, middle panel) and hypoxia (Fig. 1E, right panel), which are two main suppressive factors in the tumor microenvironment, suppressed the expression of miR155HG in NK92 cells. Subsequent GO enrichment analysis of genes co-expressed with miR155HG indicated that miR155HG was highly co-expressed with cytokine–cytokine receptor interaction, JAK–STAT signaling pathway, and the chemokine signaling pathway (Fig. 1F). These findings indicate that miR155HG is elevated in activated NK cells and may be positively correlated with NK cell activation and the JAK–STAT signal pathway.

**Figure 1:**
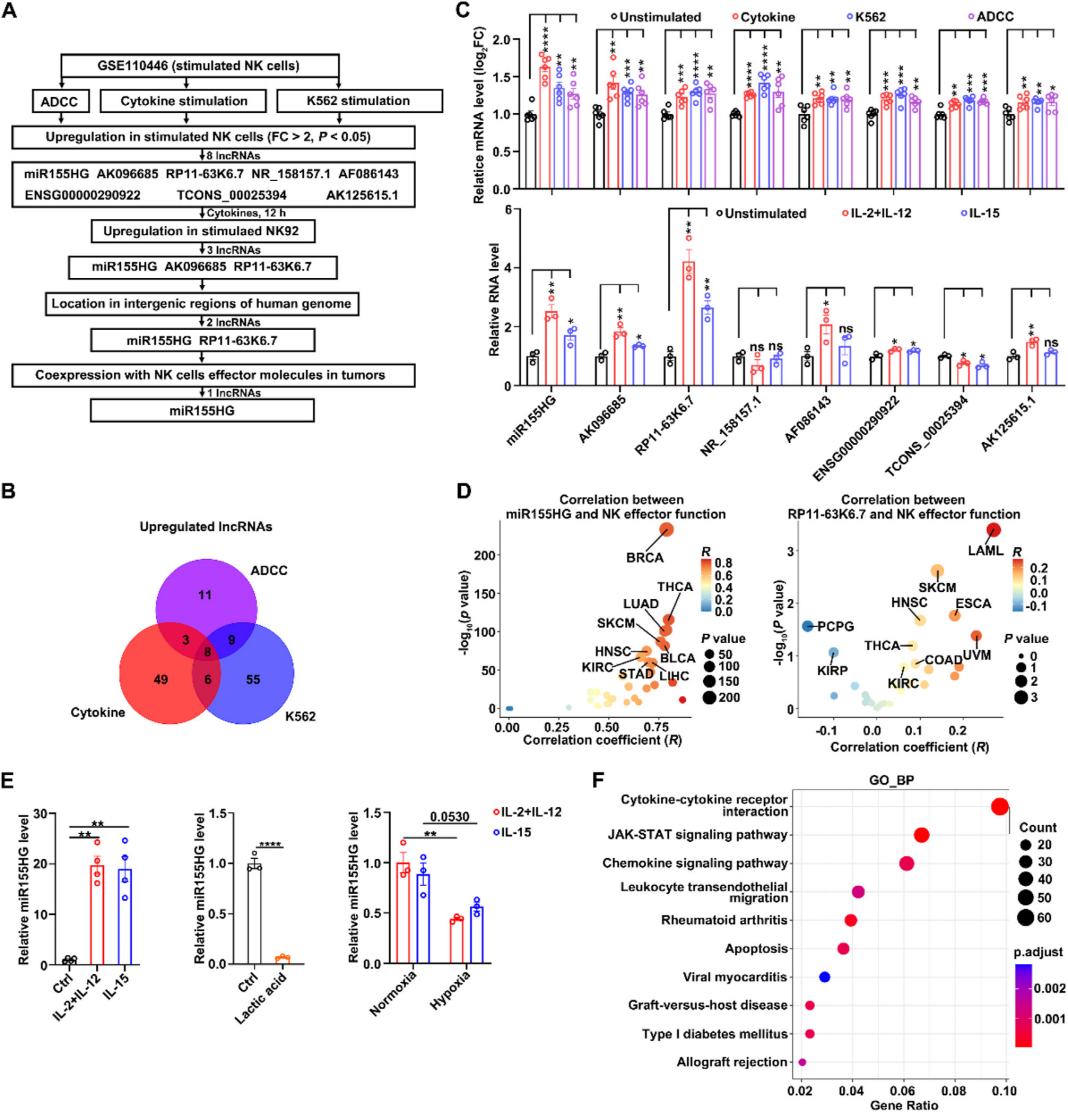
miR155HG levels are positively correlated with natural killer (NK) cell activation and effector functions. (A) The screening workflow for candidate long non-coding RNAs (lncRNAs) screening in activated NK cells using Gene Expression Omnibus (GEO) datasets (accession number: GSE110446). Cytokine: interleukin (IL)-12 and IL-18; ADCC: antibody-dependent cellular cytotoxicity; K562: an NK cell-sensitive tumor cell line. (B) Venn diagrams displaying upregulated lncRNAs of activated NK cells across three different stimulation conditions. (C) Top panel: the histogram shows the expression levels of the 8 upregulated lncRNAs in NK cells across three different stimulation conditions. Bottom panel: the expression levels of the 8 lncRNAs displayed in the top panel in NK92 cells stimulated with IL-15 alone or IL-2 plus IL-12 for 12 h. (D) Correlation between miR155HG and RP11-63K6.7 TPM (transcripts per kilobase of exon model per million mapped reads) and module TPM of NK effector function (*NCR1*, *EOMES*, *TBX21*, *CD69*, *DNAM1*, *KLRK1*, *PERF*, *IFNG*, and *GZMB*) in 33 different cancer types from the Cancer Genome Atlas Program (TCGA) datasets (http://gepia2.cancer-pku.cn/#index). Spearman's correlation coefficient (*R*) and *P* values are shown. (E) The expression levels of miR155HG in human primary NK (PB-NK) cells stimulated with IL-15 alone or IL-2 plus IL-12 for 12 h (left panel) or in NK92 cells treated with lactate (10 mmol/L) (middle panel) and hypoxia (1% O_2_) (right panel) for 12 h. (F) Gene Ontology (GO) analysis for the protein-coding genes co-expressed with miR155HG. The data from at least three independent experiments are presented as mean ± SEM (C, E); *P* values were assessed by unpaired Student's *t*-test (C, E). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001; ns, not significant. Abbreviations: ACC, adrenocortical carcinoma; BLCA, bladder carcinoma; BRCA, breast invasive carcinoma; CESC, cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL, cholangio carcinoma; COAD, colon adenocarcinoma; DLBC, lymphoid neoplasm diffuse large B-cell lymphoma; ESCA, esophageal carcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; KIRC, kidney renal clear cell carcinoma; KIRP, kidney renal papillary cell carcinoma; LAML, acute myeloid leukemia; LGG, brain lower grade glioma; LIHC, liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; MESO, mesothelioma; OV, ovarian serous cystadenocarcinoma; PAAD, pancreatic adenocarcinoma; PCPG, pheochromocytoma and paraganglioma; PRAD, prostate adenocarcinoma; READ, rectum adenocarcinoma; SARC, Sarcoma; SKCM, skin cutaneous melanoma; STAD, stomach adenocarcinoma; TGCT, testicular germ cell tumors; THCA, thyroid carcinoma; THYM, thymoma; UCEC, uterine corpus endometrial carcinoma; UCS, uterine carcinosarcoma; UVM, uveal melanoma.

### 3.2 miR155HG promotes NK cell proliferation and survival

We further evaluated whether miR155HG affected NK cell proliferation, activation and effector functions, using both the NK92 cell line and iPSC-NK cells. Firstly, we analyzed the expression levels of activating and inhibitory receptors on NK cell by flow cytometry. Compared with the control (shCtrl), the stable knockdown of miR155HG (shmiR155HG) (Fig. 2A) resulted in reduced geometric mean fluorescence intensities (gMFIs) of CD16, NKP30 and NKP46, whereas the gMFIs of KIR2DL5A were increased (Fig. 2B; Supporting Information Fig. S2A). Silencing of miR155HG (shmiR155HG) led to a decrease in the cell number (Fig. 2C) and the percentages of Ki67^+^ cells (Fig. 2D; Fig. S2B), but an increase in the ratio of early apoptosis (Annexin V^+^7-AAD^–^) and late apoptosis (Annexin V^+^7-AAD^+^) of NK92 cells (Fig. 2E; Fig. S2C). Subsequently, we determined INF-*γ* secretion using an ELISA assay on the supernatants from cultured NK92 stable cell lines after stimulated with or without cytokines for 24 h. We observed that the knockdown of miR155HG reduced INF-*γ* secretion, regardless of cytokine stimulation (Fig. 2F). Stable knockdown of miR155HG suppressed the gMFIs of granzyme B and perforin (Fig. 2G; Fig. S2D), irrespective of cytokine treatment. Knockdown of miR155HG also decreased the expression of CD107a, a biomarker indicative of NK cell degranulation in response to stimulation^32^, on NK92 cells when cocultured with K562 cells, with or without cytokines stimulation for 5 h (Fig. 2H; Fig. S2E). Consistently, the overexpression of miR155HG (miR155HG) (Fig. 2I) increased the percentages of Ki67^+^ cells (Fig. 2J; Fig. S2F), INF-*γ* secretion following stimulation with IL-2 for 24 h (Fig. 2K). Overexpression of miR155HG could increase the gMFIs of granzyme B without affecting the gMFIs of perforin after stimulation with IL-2 for 24 h (Fig. 2L; Fig. S2G). Furthermore, the suppression of miR155HG reduced the cytotoxic activity of NK92 cells against K562 cells. This was evidenced by an increased proportion of viable K562 cells (Annexin V^–^7-AAD^–^) and a decreased proportion of K562 cells undergoing early apoptosis (Annexin V^+^7-AAD^–^) after a 5-h co-culture with NK92 cells. These effects were observed irrespective of whether IL-15 or a combination of IL-2 and IL-12 was present (Fig. 2M; Fig. S2H).

**Figure 2:**
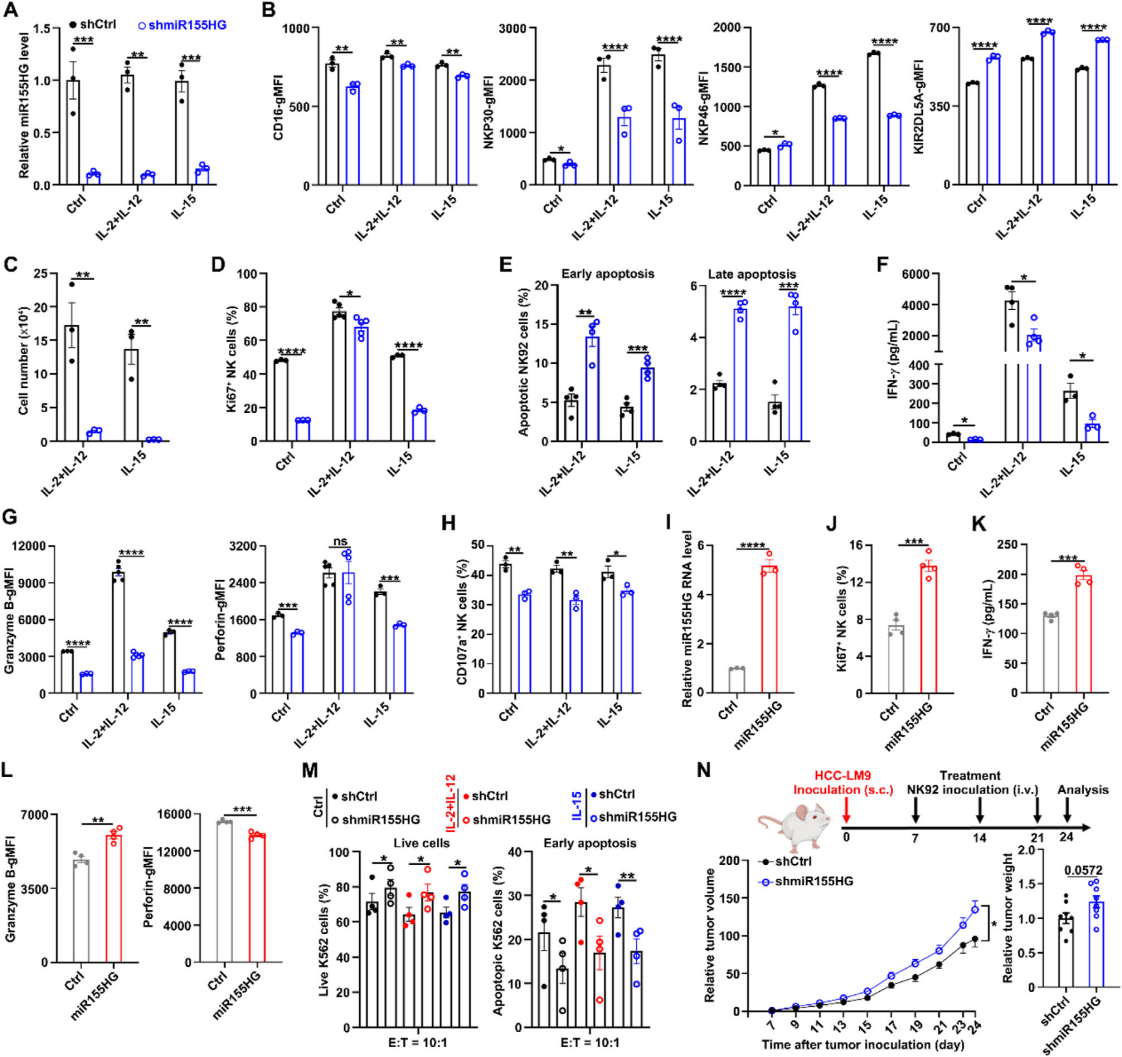
MiR155HG promotes NK cell proliferation, survival and effector functions. (A) Quantitative real-time polymerase chain reaction (RT-qPCR) assays of miR155HG levels in miR155HG knockdown (shmiR155HG) and control (Ctrl) NK92 cells with or without cytokine stimulation for 24 h. (B) Flowcytometry analysis of CD16, NKP30, NKP46 and KIR2DL5A expression on shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. gMFI: geometric mean fluorescence intensities. (C) Cell counting assay of shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 72 h. (D) Flowcytometry analysis of Ki67 expression on shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. (E) Flowcytometry analysis of the ratio of early apoptosis (Annexin V^+^7-AAD^–^) and late apoptosis (Annexin V^+^7-AAD^+^) of shmiR155HG and Ctrl NK92 cells after stimulated with cytokines for 48 h. (F) enzyme-linked immunosorbent assay (ELISA) of interferon-gamma (IFN-*γ*) in shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. (G) Flowcytometry analysis of the percentages of granzyme B and perforin in shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. (H) Flowcytometry analysis of the percentages of CD107a on shmiR155HG and Ctrl NK92 cells after co-cultured with K562 cells in the presence or absence of indicated cytokines for 5 h. (I) RT-qPCR assays of miR155HG levels in miR155HG overexpressed (miR155HG) and control (Ctrl) NK92 cells. (J) Flowcytometry analysis of Ki67 expression on miR155HG and Ctrl NK92 cells after stimulated with IL-2 (800 U/mL) for 24 h. (K) ELISA of IFN-*γ* in miR155HG and Ctrl NK92 cells after stimulated with IL-2 (800 U/mL) for 24 h. (L) Flowcytometry analysis of the percentages of granzyme B and perforin in miR155HG and Ctrl NK92 cells after stimulated with IL-2 (800 U/mL) for 24 h. (M) Flowcytometry analysis of the percentages of live (Annexin V^–^7-AAD^–^) and early apoptosis (Annexin V^+^7-AAD^–^) of K562 cells after co-cultured with shmiR155HG or Ctrl NK92 cells with or without cytokines for 5 h. (N) Mouse models of human HCC were established by subcutaneous injection of HCC-LM9 into NCG-IL15 mice. shmiR155HG and Ctrl NK92 cells were administered intravenously to recipients every 7 days starting at 7 days after HCC-LM9 inoculation (*n* = 8 mice/group). The relative tumor volume and the weight of excised tumors are shown. The relative values shown are fold change of tumor volume/weight at indicated times relative to the mean volume of shCtrl group on Day 7. The data from at least three independent experiments are presented as mean ± SEM (A–N); *P* values were assessed by unpaired (A–N) Student's *t*-test or two-way ANOVA (N). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001; ns, not significant.

*In vivo* studies involving subcutaneous injection of human hepatoma cells HCC-LM9 into humanized IL15 transgenic NCG (NCG-hIL15) mice demonstrated that weekly adoptive transfer (intravenously) of shmiR155HG-NK92 cells, beginning on Day 7 post-injection, resulted in faster tumor growth and greater tumor weight compared to mice that received shCtrl-NK92 cell (Fig. 2N). Collectively, our data demonstrate that miR155HG enhances the antitumor capability of NK cells.

### 3.3 miR155HG promoted hematopoiesis and iPSC-NK cell generation

Next, we examined the effects of miR155HG on NK cell differentiation, proliferation, activation, and effector functions in iPSC-derived NK cells. Human iPSCs were infected with lentivirus expressing full-length miR155HG or shmiR155HG sequences, as well as their control sequences, and routinely differentiated into hematopoietic progenitor cells and subsequently into NK cells, as previously reported^10^. To investigate the role of miR155HG during hematopoietic development, we analyzed the surface antigens of hematopoietic progenitor cells (CD34, CD43, and CD45) on Days 8 and 12 of EB formation, and on Day 7 of adherent culture differentiation of iPSCs into hematopoietic progenitor cells. Knockdown of miR155HG decreased the percentages of CD34^+^ cells and CD34^+^CD43^+^ HSPCs (Fig. 3A), while overexpression of miR155HG in iPSCs increased the percentages of these cells on Day 12 of EBs and this effect became more prominent on Day 7 of adherent culture (Fig. 3B). Overexpression of miR155HG in iPSCs increased the total number of iPSC-NK cells (CD45^+^CD56^+^) (Fig. 3C), as well as the percentages of CD56^+^NKP46^+^ iPSC-NK cells (Fig. 3D) and CD56^+^CD16^+^ iPSC-NK cells (Fig. 3E), and Ki67^+^ iPSC-NK cells (Fig. 3F), but decreased the proportions of both early and late apoptotic iPSC-NK cells (Fig. 3G) at 28 days of NK cell differentiation. These findings indicate that miR155HG can promote NK cell differentiation, proliferation, and survival.

**Figure 3:**
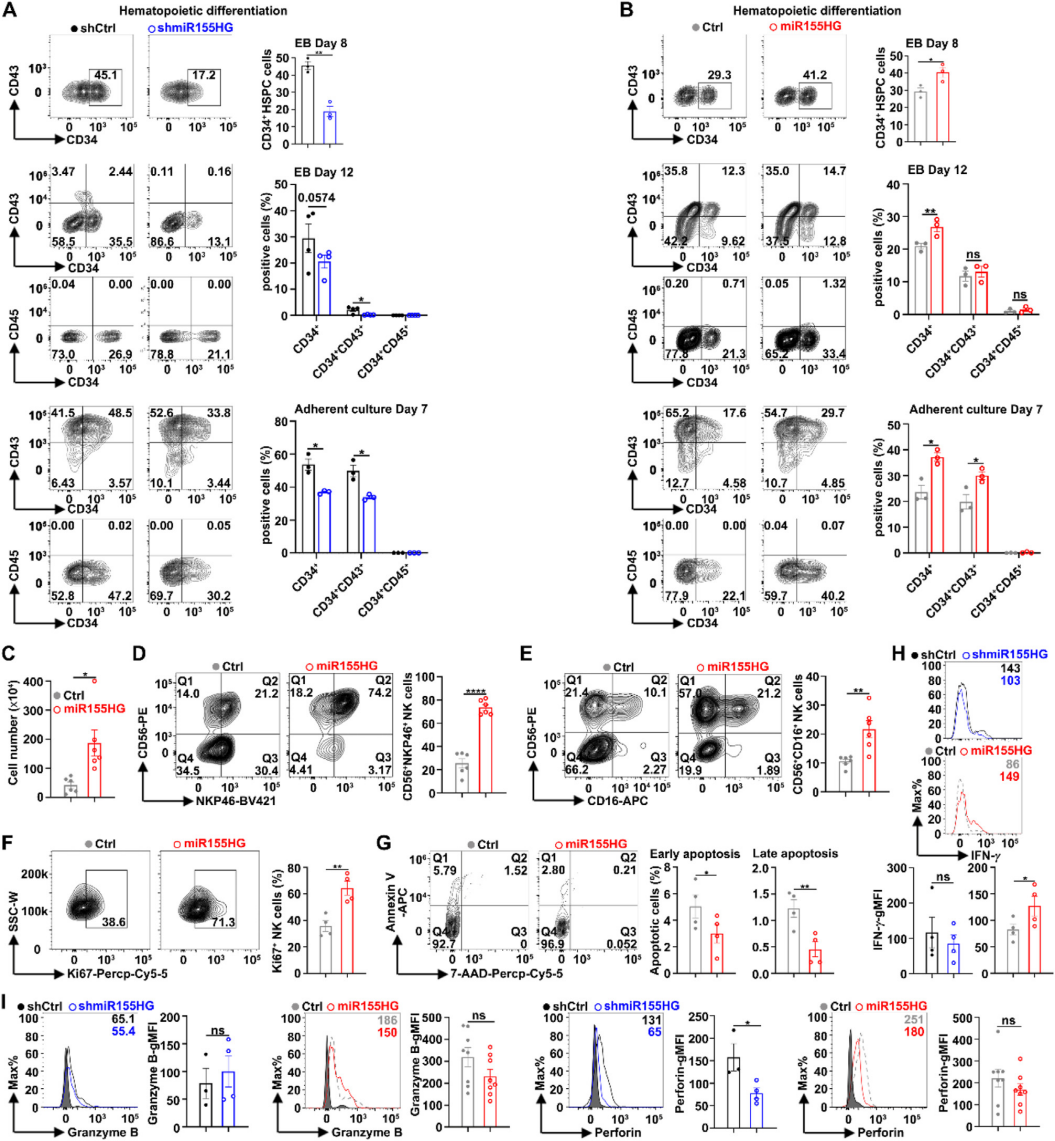
MiR155HG promoted hematopoiesis and iPSC-NK cell generation. (A, B) Flowcytometry analysis of the surface antigens of hematopoietic progenitor cells (CD34, CD43, and CD45) on Days 8 and 12 of embryoid body (EB) formation, and on Day 7 of adherent culture differentiation of iPSCs-shCtrl/shmiR155HG (A) or iPSCs-Ctrl/miR155HG (B). (C–G) Cell counting assay of total suspension cells (C), and flowcytometry analysis of the percentages of CD56^+^NKP46^+^iPSC-NK cells (D), CD56^+^CD16^+^iPSC-NK cells (E), Ki67^+^iPSC-NK cells (F) and early apoptosis (Annexin V^+^7-AAD^–^) and late apoptosis (Annexin V^+^7-AAD^+^) (G) in iPSC-NK cells at 28 days of iPSC-miR155HG and iPSC-Ctrl cells differentiation toward NK cells. (H, I) Flowcytometry analysis of the percentages of IFN-*γ* (H), granzyme B and perforin (I) in iPSCs-shCtrl/shmiR155HG or iPSCs-Ctrl/miR155HG after stimulated with IL-15 for 24 h. The data from at least three independent experiments are presented as mean ± SEM (A–I); *P* values were assessed by unpaired (A–I) Student's *t*-test. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗∗*P* < 0.0001; ns, not significant.

We also examined the effect of miR155HG on the effector function of iPSC-NK cells. We found that the knockdown of miR155HG reduced and overexpression of miR155HG promoted the gMFIs of INF-*γ* (Fig. 3H). In the cases of miR155HG knockdown or overexpression, the gMFIs of Granzyme B remained unchanged (Fig. 3I, left panel). Knockdown of miR155HG can reduce the gMFIs of perforin, but overexpression of miR155HG does not increase the gMFIs of perforin (Fig. 3I, right panel).

### 3.4 miR155HG enhances JAK3 mRNA levels and the expression of downstream target genes of STAT

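RNA was sequenced from NK92 cells, a human NK cell lymphoma line that grows in IL-2, stably carrying a control shRNA (shCtrl) or an shRNA against miR155HG (shmiR155HG). Each group had 3 libraries, made after 12 h of treatment at 1000 U/mL of IL-2 and 10 ng/mL of IL-12. According to the methods, poly(A) RNA was captured with oligo(dT) beads and read as pairs of 150 bases. The authors aligned the reads to hg38 with HISAT2 and made a read count per gene with StringTie and prepDE.py3, and they deposited these counts without normalization. The annotation release, the strandedness of the library, the read length given to prepDE.py3 and the dispersion used in edgeR are not named in the paper's text. The total count was 38857476, 36588321 and 39157264 in shCtrl replicates 1, 2 and 3 (median 38857476), and 38481972, 38022685 and 33454786 in shmiR155HG replicates 1, 2 and 3 (median 38022685). Of the genes in the count table, 12263 passed the authors' filter of more than 1 CPM in at least 2 libraries. Scaling factors from edgeR's TMM method lay between 0.997 and 1.003, and the 10 most abundant genes took 4.73% to 4.92% of the counts of a library. Of the 37895 counts between 1 and 59, 53.4% were even, and prepDE.py3 assumes reads of 75 bases by default, so whether a count stands for 1 read or for less is not known. Replicates differed by more than sampling noise, with a mean chi-square between 7.30 and 10.8 per gene for a pair of replicates, or 3.73 to 5.64 with the counts halved, where sampling alone would give 1. The common biological coefficient of variation was 8.71%. The first principal component, 35.8% of the variance, separated shCtrl from shmiR155HG libraries. No batch or date is given in the labels or the paper's text. The groups were compared with the exact test of edgeR under the authors' thresholds (unadjusted P under 0.01 and a fold change over 1.2), and, as the main test, with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment.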

To further explore the mechanism underlying miR155HG promotes NK cell proliferation and effector function, we identified differentially expressed genes between shmiR155HG-NK92 and shCtrl-NK92 cell lines following treatment with IL-2 and IL-12 using bulk RNA-sequencing. 

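MIR155HG (ENSG00000234883), the gene targeted by the shRNA, lies on the plus strand of chromosome 21 of hg38 from 25561810 to 25575168 and is annotated as a lncRNA. Its counts were 73, 67 and 62 in shCtrl replicates 1, 2 and 3, and 28, 19 and 10 in shmiR155HG replicates 1, 2 and 3. The normalized level was 1.77 ± 0.154 CPM (SD, n = 3) in shCtrl cells and 0.509 ± 0.215 CPM (SD, n = 3) in shmiR155HG cells, which left 29.2% of the shCtrl level by the fitted value. The log2 fold change was −1.78 (SE 0.43, adjusted p = 0.00450 from the quasi-likelihood test), and each shmiR155HG library lay below each shCtrl library. Among the alternative settings, leaving out shmiR155HG replicate 1 moved this value most, to −2.13. MIR155, which encodes miR-155, lies within the gene on the same strand and has no entry of its own in the count table. By the authors' rule, 552 of the 12263 genes tested were higher and 467 were lower in shmiR155HG cells. These DEGs had a median absolute log2 fold change of 0.44, and 117 rose and 53 fell more than 2-fold. Of the settings chosen in advance, the 1 that moved these counts most required the fold change itself to exceed the threshold (glmTreat in edgeR), with 228 genes higher and 158 lower. At an adjusted p under 0.05 in the quasi-likelihood test, 890 genes were higher and 984 lower, with 899 genes called by both rules. Without shmiR155HG replicate 2, these counts were 580 and 674. For 30.8% of the genes tested, the values of the groups did not overlap, against 10% by chance for 3 libraries against 3. The largest falls were sought among genes with a mean of at least 1 CPM over the libraries, an adjusted p under 0.05 and no overlap. They were those of CHI3L1 (log2 fold change −2.51, SE 0.064, adjusted p = 4.39e-21), KIAA1217 (−2.12, SE 0.32, adjusted p = 1.82e-05), PELI2 (−2.10, SE 0.50, adjusted p = 0.00418) and RCAN2 (−1.82, SE 0.19, adjusted p = 6.77e-08). MIR155HG itself also met these limits. PELI2 rested on few counts and ranged from −3.26 without shmiR155HG replicate 1 to −1.67 without shmiR155HG replicate 3. KIAA1217 and PELI2 each overlap an antisense lncRNA in the count table, whose reads could not be told apart if the strand was not used in counting.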

After the suppression of miR155HG, 881 genes exhibited increased expression, while 583 genes showed decreased expression (Fig. 4A). 

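The KEGG gene sets were not available, so lists of genes were written by hand after the pathways before the data were examined, and tested as a whole with camera in limma (preset correlation 0.01, two-sided, adjusted over 5 lists). Of the cytokine and cytokine receptor genes, chosen by symbol, 82 were tested, with a median log2 fold change of −0.08 and an adjusted p of 0.0984. In this list, 23 genes were lower and 11 higher at an adjusted p under 0.05 over all genes, and 28 and 13 when adjusted over the list alone. The setting that moved this list most was fry in place of camera, with an adjusted p of 0.00583 in a range from 0.00583 to 0.175 over 11 alternatives, and without shmiR155HG replicate 3 the adjusted p was 0.0360. The 84 JAK–STAT genes had a median of 0.01 and an adjusted p of 0.956, with 12 genes lower and 15 higher (13 and 16 when adjusted over the list alone). The sign of this test changed without shCtrl replicate 3 (adjusted p = 0.504 by camera in limma) and without shmiR155HG replicate 3 (0.868), within a range from 0.190 to 0.981 over 12 alternatives. The 57 p53 genes had a median of −0.05 and an adjusted p of 0.114, with 11 lower and 7 higher (15 and 7 over the list alone). The 49 leishmaniasis genes had a median of −0.03 and an adjusted p of 0.114, with 12 lower and 5 higher (13 and 6 over the list alone). For allograft rejection, 58 genes of antigen presentation and the MHC stood in, with a median of −0.01, an adjusted p of 0.114, and 11 genes lower and 10 higher (11 and 10 over the list alone). Fry, which estimates the correlation from the libraries, asks whether the genes of a list shifted at all, while camera compares them with the other genes. With fry, every list except JAK–STAT (0.926) passed an adjusted p of 0.05. The values were 0.0257 for p53 and 0.0166 for each of the leishmaniasis and antigen presentation lists. A pass with fry therefore does not show that a list fell more than other genes. With the correlation estimated in camera, none of the 5 passed, and the adjusted p was 0.175 for the cytokine list, 0.971 for JAK–STAT and 0.255 for the others. The unadjusted p was under 0.05 for 1 of them, the cytokine list (0.0351).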

The five most significantly downregulated KEGG pathways are cytokine–cytokine receptor interaction, the JAK–STAT signaling pathway, the p53 signaling pathway, leishmaniasis, and allograft rejection (Fig. 4B), and this finding aligns with the prior GO enrichment analysis of genes that are co-expressed with miR155HG (Fig. 1F). These results indicate that miR155HG may enhance NK cell activation and function by regulating the JAK–STAT signaling.

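JAK3 (ENSG00000105639) lies on the minus strand of chromosome 19 of hg38 from 17824780 to 17848071, with 24 exons in its canonical transcript of 5386 nt. Its mRNA level was 97.4 ± 3.16 CPM (SD, n = 3) in shCtrl cells and 74.4 ± 3.68 CPM (SD, n = 3) in shmiR155HG cells, a log2 fold change of −0.39 (SE 0.056, adjusted p = 1.23e-05 from the quasi-likelihood test of edgeR). All 3 shmiR155HG libraries lay below all 3 shCtrl libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Leaving out 1 library at a time gave values from −0.41 to −0.35. The log2 fold change of JAK1 (ENSG00000162434) was 0.08 (SE 0.037, adjusted p = 0.141), that of STAT3 (ENSG00000168610) was 0.02 (SE 0.042, adjusted p = 0.784) and that of STAT4 (ENSG00000138378) was −0.03 (SE 0.081, adjusted p = 0.867). STAT5A (ENSG00000126561) rose, by 0.26 (SE 0.050, adjusted p = 0.000551), and STAT5B (ENSG00000173757) had a log2 fold change of 0.0076 (SE 0.055, adjusted p = 0.953). The signs of STAT4 and STAT5B changed when single libraries were left out, with values from −0.074 to 0.022 for STAT4 and from −0.040 to 0.043 for STAT5B. STAT5A and STAT5B are paralogs that overlap on opposite strands, so reads could have been assigned to the wrong gene of the pair, and JAK1 and STAT4 also overlap other genes. IL2RB, a receptor chain for IL-2 chosen after its values were seen, had a log2 fold change of 0.34 (SE 0.032, adjusted p = 1.35e-08). From the pathways that were downregulated in Fig. 4B, the paper proposes that miR155HG acts on NK cell activation and function through JAK–STAT signaling.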

**Figure 4:**
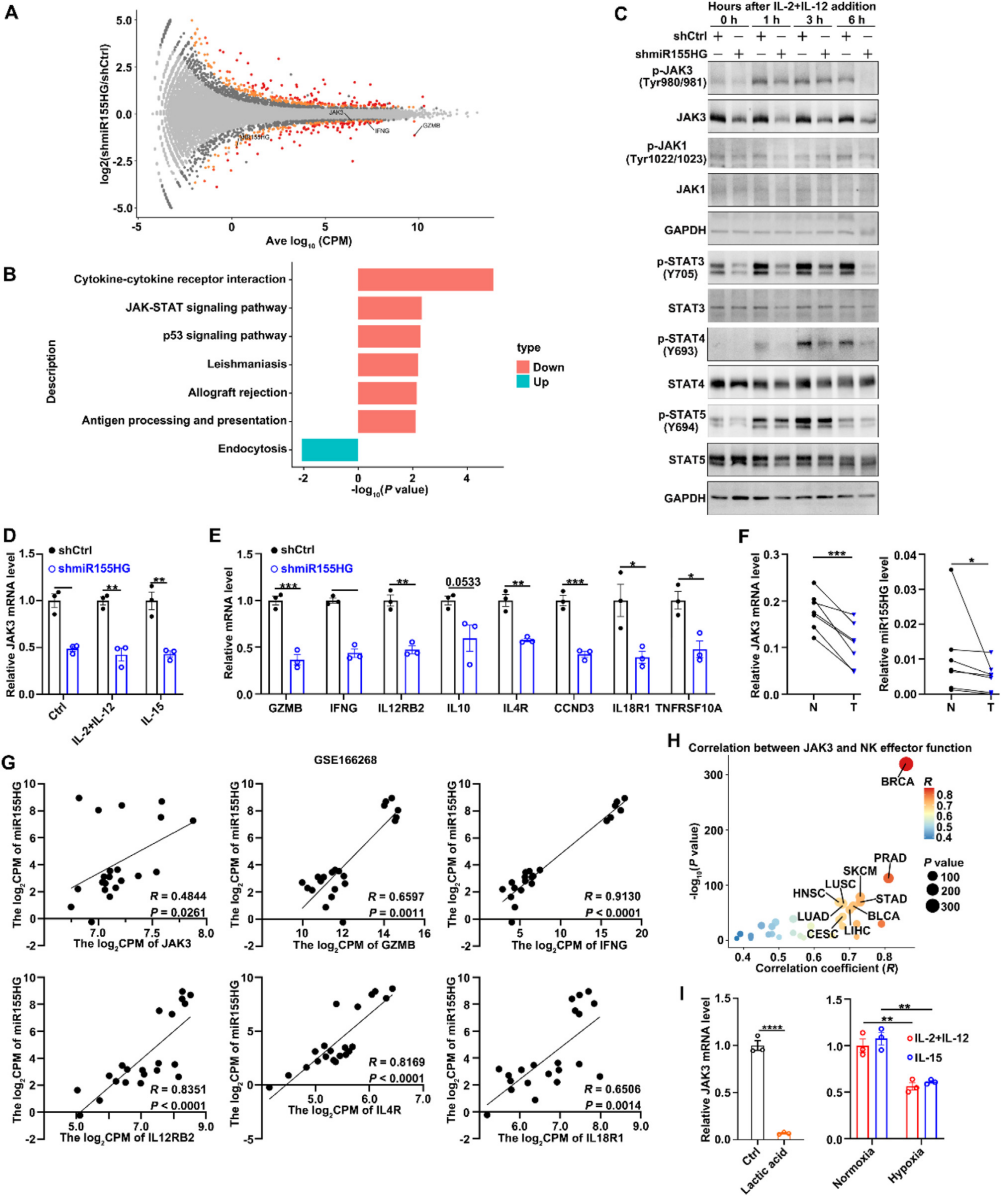
miR155HG promotes JAK3 expression and downstream STATs signaling. (A) The volcano plot displayed differentially expressed genes (DEGs) between shmiR155HG and Ctrl NK92 cells. (B) Up- and downregulated KEGG pathways of the DEGs between shmiR155HG and Ctrl NK92 cells. (C) Immunoblotting indicated the Janus kinase/signal transducers and activators of transcription (JAK–STAT) total and phosphorylated protein levels in shmiR155HG and Ctrl NK92 cells after simulated with IL-2 (1000 U/mL) + IL-12 (10 ng/mL) for the indicated times. (D, E) RT-qPCR analysis of *JAK3* (D) and JAK–STAT target genes (E) mRNA levels in shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. For (E), shmiR155HG and Ctrl NK92 cells were stimulated with IL-2 (1000 U/mL) + IL-12 (10 ng/mL). (F) RT-qPCR analysis of miR155HG and *JAK3* mRNA levels in NK cells isolated from HCC tumor tissues and noncancerous liver tissues. (G) Spearman's correlation coefficient analysis between miR155HG RNA level and the mRNA level of *JAK3* and its downstream target genes in NK cells from indicated GEO datasets. (H) Correlation between *JAK3* TPM and module TPM of NK effector function signature genes (*NCR1, EOMES*, *TBX21*, *CD69*, *DNAM1*, *KLRK1*, *PERF*, *IFNG*, and *GZMB*) in 33 different cancer types. The extensions of tumor abbreviations are listed in the legend of Fig. 1. (I) RT-qPCR analysis of *JAK3* mRNA levels in shmiR155HG and Ctrl NK92 cells after treated with lactate (10 mmol/L) and hypoxia (1% O_2_) for 12 h. For (D, E, I), the data from at least three independent experiments are presented as mean ± SEM. *P* values were assessed by unpaired (D, E, I) or paired (F) Student's *t*-test. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001.

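IFNG (ENSG00000111537) lies on chromosome 12 of hg38 from 68154768 to 68159740 on the minus strand and has 4 exons. Its mRNA level was 168.2 ± 7.06 CPM (SD, n = 3) in shCtrl cells and 126.5 ± 4.23 CPM (SD, n = 3) in shmiR155HG cells, a log2 fold change of −0.41 (SE 0.045, adjusted p = 1.40e-07 from the quasi-likelihood test of edgeR). GZMB (ENSG00000100453) lies on chromosome 14 from 24630954 to 24634267 on the minus strand and has 5 exons. Its mRNA level was 1194 ± 42.4 CPM (SD, n = 3) in shCtrl cells and 542.1 ± 29.9 CPM (SD, n = 3) in shmiR155HG cells, a log2 fold change of −1.14 (SE 0.036, adjusted p = 7.03e-19 from the same test). For both genes the groups did not overlap, and the difference was larger than the SD within either group. GZMH, a paralog of GZMB with which reads could be shared and which was chosen after its values were seen, had a log2 fold change of −0.62 (SE 0.058, adjusted p = 1.03e-08). IFNG and GZMB each overlap an antisense lncRNA in the count table.

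**Figure D1:**
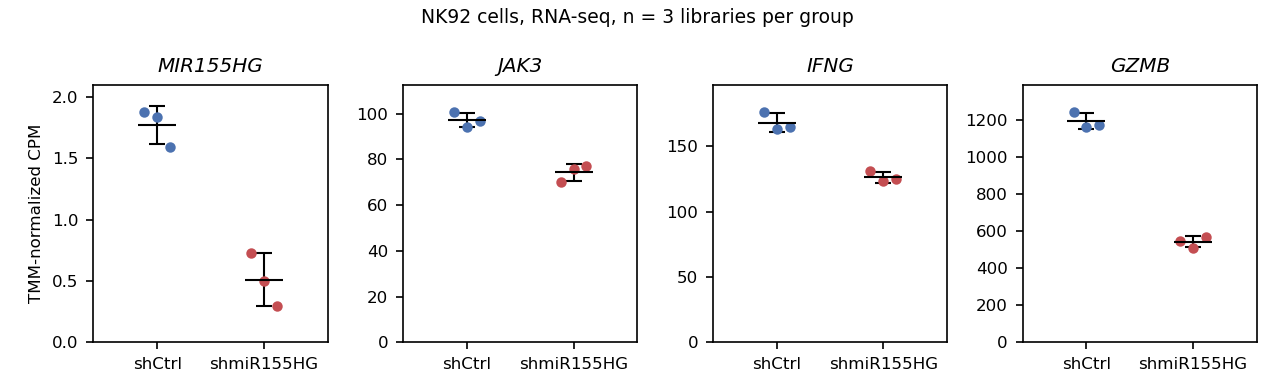
Normalized level (CPM, linear axis from 0) of MIR155HG, JAK3, IFNG and GZMB in the 3 shCtrl and 3 shmiR155HG libraries. Points are libraries, horizontal bars are means and error bars are the SD; for each of these 4 genes, all shmiR155HG libraries lie below all shCtrl libraries.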

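Among the genes called lower by the authors' rule, 18 belonged to the list of cytokines and cytokine receptors, against 3.12 expected from the share of the genes tested (one-sided hypergeometric test with the genes tested as background, adjusted p = 6.29e-09 over 5 lists). The numbers observed and expected were 10 and 1.87 for the leishmaniasis list (adjusted p = 3.15e-05 from the same exact test), 11 and 3.20 for JAK–STAT (adjusted p = 0.000546), 7 and 2.17 for p53 (adjusted p = 0.00707) and 6 and 2.21 for the antigen presentation and MHC list (adjusted p = 0.0225). The same rule called 9 genes higher in the cytokine list, 3 in leishmaniasis, 4 in JAK–STAT, 2 in p53 and 2 in antigen presentation. Over-representation of higher genes was not tested, so these counts do not show that the cytokine list changed in 1 direction only. The lists share genes, and 28 of the JAK–STAT genes tested were also in the cytokine list. Without these, 4 of the 56 other JAK–STAT genes were called lower, against 2.13 expected (adjusted p = 0.164 over 4 lists, hypergeometric test). On the same footing, 6 genes against 2.06 expected were called lower for p53, 7 against 1.64 for leishmaniasis and 4 against 1.98 for antigen presentation. Among the cytokine receptor genes called lower are several with primers in Table S1. The log2 fold change was −2.46 for XCR1 (SE 0.50, adjusted p = 0.000896 by edgeR), −1.48 for IL18RAP (SE 0.15, adjusted p = 5.36e-08) and −1.35 for CXCR6 (SE 0.37, adjusted p = 0.0117). It was −1.02 for CCR6 (SE 0.13, adjusted p = 4.23e-06), −0.73 for TNFRSF13C (SE 0.19, adjusted p = 0.00710) and −0.38 for CCR1 (SE 0.036, adjusted p = 1.46e-08). XCR1 had 47, 48 and 60 counts in the shCtrl libraries (replicates 1, 2 and 3) and 14, 8 and 5 in the shmiR155HG libraries. The adjusted p of CXCR6 was over 0.05 without shCtrl replicate 3 and without shmiR155HG replicate 2, where it was 0.0673, the highest of its alternatives. That of TNFRSF13C was over 0.05 without shmiR155HG replicate 1 and without shCtrl replicate 1, where it was 0.0979, the highest of its alternatives. XCR1, IL18RAP, CXCR6, CCR1 and CCR6 each overlap other annotated genes, so part of their counts may belong to these.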

To test this hypothesis, we examined the levels of key components of the JAK–STAT pathway, including JAK1, JAK3, STAT3, STAT4, and STAT5, as well as their phosphorylation states after silencing miR155HG expression in NK92 cells. As shown, silencing miR155HG reduced the total protein level and phosphorylation level of JAK3, along with the phosphorylation levels of STAT3, STAT4, and STAT5, while the levels of JAK1 and phosphorylated JAK1 remained unchanged in NK92 cells after treatment with IL-2 plus IL-12 at different time points (Fig. 4C). The mRNA levels of *JAK3* and its downstream target genes, including *GZMB*, *IFNG*, *IL12RB2*, *CCND3*, *IL10*, *IL4R*, *IL18R1*, and T*NFRSF10A*, were downregulated in shmiR155HG NK92 cells, irrespective of cytokine stimulation (Fig. 4D and E).

To find more evidence supporting the positive regulation of miR155HG on *JAK3* mRNA levels, we also used several publicly available datasets as well as RT-qPCR of miR155HG and *JAK3* mRNA levels in tumor tissues from HCC patients. When compared with NK cells derived from healthy liver tissues, NK cells infiltrating tumors from patients with HCC showed reduced RNA levels for both *JAK3* and miR155HG (Fig. 4F). The expression of miR155HG exhibited a positive correlation with the mRNA levels of *JAK3* and its downstream target genes^33^ (Fig. 4G). The mRNA levels of *JAK3* also demonstrated a positive correlation with the functional module of NK cell effector functions across various human cancer types, as indicated by data from the TCGA and GTEx databases (Fig. 4H; Supporting Information Fig. S3). Moreover, lactate and hypoxia suppressed the mRNA expression of *JAK3* in NK92 cells (Fig. 4I).

These data indicate that miR155HG may promote NK cell activation and function by increasing *JAK3* mRNA levels and its downstream STAT signals.

### 3.5 miR155HG functions as a miR-6756 sponge to upregulate JAK3 mRNA levels

We next explored how miR155HG enhances *JAK3* mRNA and protein levels. miR155HG is situated on chromosome 21q21 and comprises three exons encompassing a region of approximately 1.5 kilobases^16^. It is reported that miR155HG encodes a 17-amino acid micropeptide (P155)^16^ as well as a precursor RNA of miRNA-155^34^. Our data show that P155 neither abrogated the inhibitory effect of miR155HG silencing on JAK3 expression nor affected the expression of molecules related to NK cell proliferation and effector function (Fig. 5A–G). miR-155, a derivative of miR155HG, is reported to be upregulated during NK cell activation and induced IFN-*γ* production by inhibiting the expression of the inositol phosphatase SHIP1^35^. However, our data show that miRNA-155 overexpression did not rescue JAK3 protein levels in miR155HG knockdown NK92 cells (Fig. 5H).

**Figure 5:**
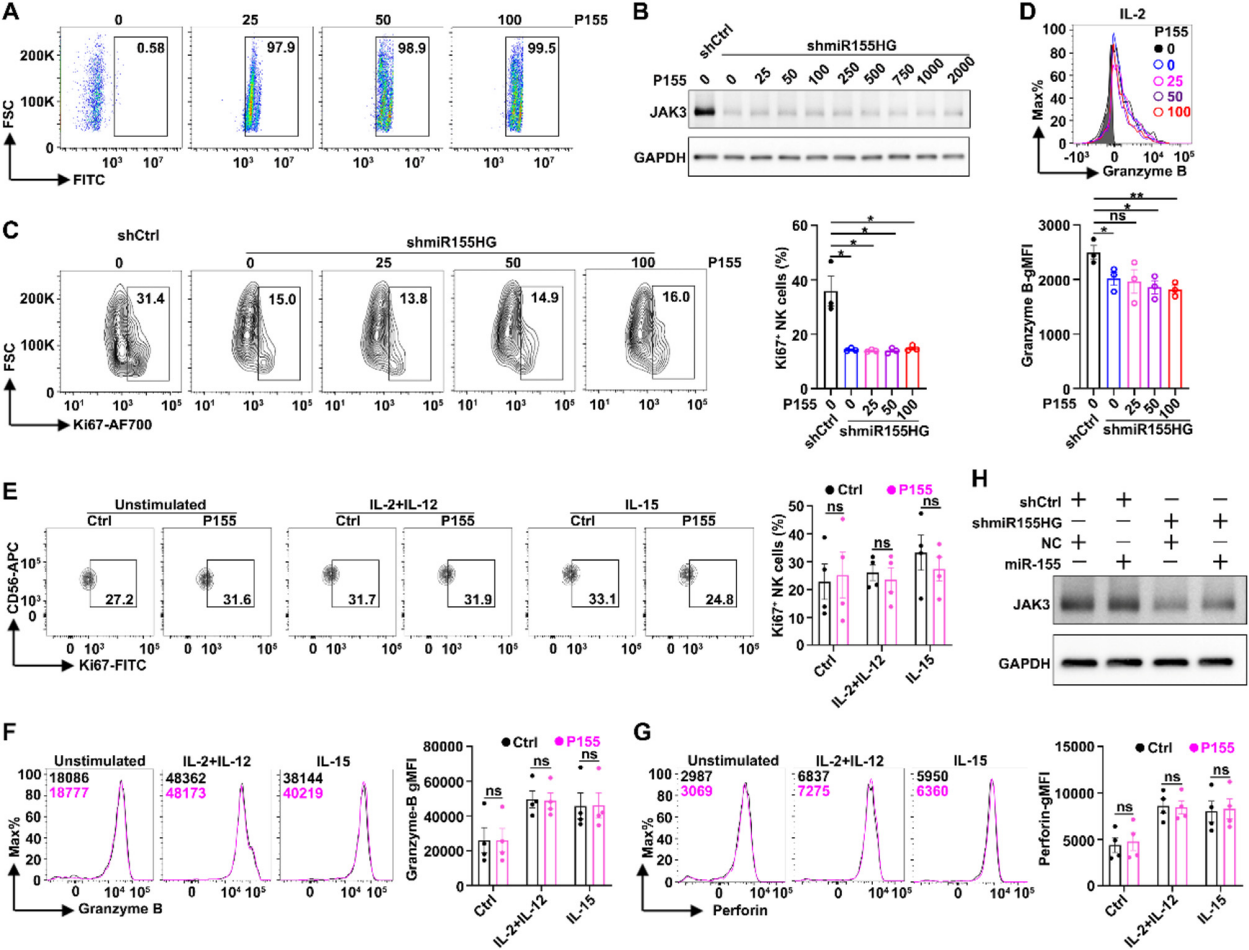
miR155HG may function as a lncRNA to upregulate JAK3 expression, irrespective of its derivative P155 and miR-155. (A–G) P155 failed to abrogate the inhibitory effect of miR155HG silencing on JAK3 expression as well as NK cell effector function-related molecules. (A) The efficiency of P155 entered NK92 cells. NK92 cells were treated with the indicated concentrations (μmol/L) of FITC-labelled P155 for 24 h before flowcytometry analysis. (B) NK92-shCtrl/shmiR155HG cells were treated with indicated concentrations of P155 for 48 h before immunoblotting or flow cytometry analysis. (C, D) Flowcytometry analysis of Ki67 (C) and granzyme B (D) expression on shmiR155HG and Ctrl NK92 cells treated with indicated concentrations (μmol/L) of P155 for 48 h. (E–G) The effect of P155 on the expansion and effector function of PB-NK cells. PB-NK cells stimulated with or without cytokines for 24 h and the expression of Ki67 (E), granzyme B (F) and perforin (G) was determined by flow cytometry. (H) miR-155 overexpression failed to reverse the shmiR155HG-induced suppression in JAK3 expression. NK92-shCtrl/shmiR155HG cells were transfected with 200 nmol/L Cy3 conjugated miR-155 mimic or its negative control (NC) for 48 h without transfection reagent and isolated Cy3^+^NK92 by fluorescence-activated cell sorting for immunoblotting. For (C–G), the data from at least three independent experiments are presented as mean ± SEM. *P* values were assessed by unpaired Student's *t*-test. ∗*P* < 0.05; ∗∗*P* < 0.01; ns, not significant.

We next determined the cellular location of miR155HG and found it predominantly localized in the cytoplasm (Fig. 6A), suggesting that miR155HG may act as a miRNA sponge. Subsequent analysis with the TargetScan prediction algorithm identified 10 miRNAs with potential binding sites on both miR155HG and *JAK3* mRNA 3′UTR (Fig. 6B). To verify the direct interaction between miR155HG and miRNAs, biotinylated miR155HG and control probes were used to perform RAP assay with streptavidin beads. The data showed that, compared to the control probes, miR-6756, but not the other nine miRNAs, was significantly enriched in the miR155HG probes-precipitates (Fig. 6C). Analysis utilizing the TargetScan prediction algorithm revealed that miR-6756 potentially targets a single binding site within both the miR155HG and *JAK3* mRNA 3′UTR (1811–1823-nt) (Fig. 6D), and we then examined whether miR155HG upregulates JAK3 expression by working as a miR-6756 sponge. Overexpression of miR-6756 significantly suppressed both the mRNA and protein levels of *JAK3* in NK92 cells (Fig. 6E), whereas miR-6756 inhibitors rescued the reduced JAK3 protein levels in miR155HG-silenced NK92 cells (Fig. 6F). Moreover, we found that overexpression of miR-6756 could decrease the INF-*γ* secretion (Fig. 6G), the percentage of Ki67^+^ NK cells (Fig. 6H), and the gMFIs of granzyme B and perforin (Fig. 6I).

**Figure 6:**
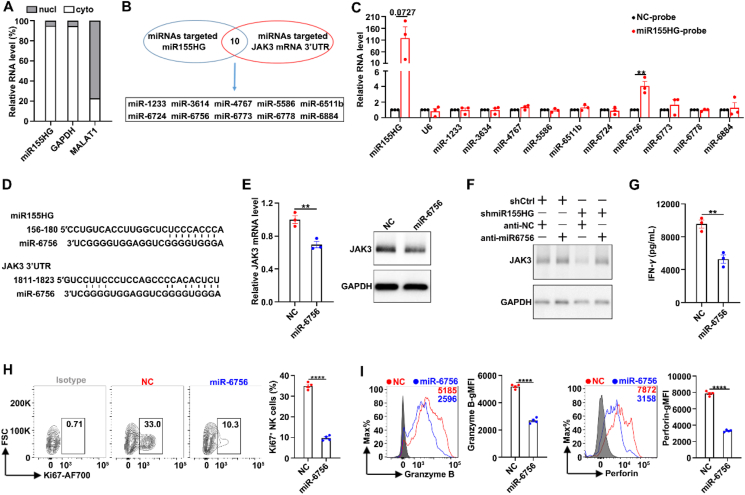
miR155HG functions as a miR-6756 sponge to upregulate *JAK3* mRNA levels. (A) The cytoplasm and nucleus distribution of miR155HG RNA in NK92 cells was determined by RT-qPCR analysis. Cyto, cytoplasm; nucl, nucleus. GAPDH and MALAT1 were used as positive controls for the fractions of cytoplasm and nucleus, respectively. (B) TargetScan prediction algorithm analysis of the potential binding miRNAs on both miR155HG and *JAK3* mRNA 3′UTR. (C) qPCR analysis of the 10 predicted miRNAs that bind to both miR155HG and *JAK3* mRNA 3′UTR in miR155HG precipitated RNAs. No error bar is shown for NC-probe groups because its normalized RNA level was set to 1. (D) The putative binding sites of miR-6756 in miR155HG and *JAK3* mRNA 3′UTR using TargetScan prediction algorithm analysis. Short vertical lines indicate the paired bases between miRNAs and their target sites in miR155HG and *JAK3* mRNA 3′UTR. (E) The mRNA and protein levels of *JAK3* in NK92 cells after transfected with miR-6756 mimic or its NC for 48 h. (F) The mRNA and protein levels of *JAK3* in shmiR155HG NK92 cells after transfected with miR-6756 inhibitor or its negative controls (anti-NC) for 48 h. (G–I) ELISA of IFN-*γ* (G) and flowcytometry analysis of the percentages of Ki67 (H), granzyme B (I, left panel) and perforin (I, right panel) in miR-6756 and NC NK92 cells after stimulated with IL-2 plus IL-12 for 24 h. For (C, E, G–I), the data from at least three independent experiments are presented as mean ± SEM; *P* values were assessed by unpaired (C, E, G–I) Student's *t*-test. ∗∗*P* < 0.01; ∗∗∗∗*P* < 0.0001; ns, not significant.

These results suggest that miR155HG enhances JAK3 protein expression by sequestering miR-6756, thereby reducing miR-6756's inhibitory effect on JAK3 expression and effector function of NK cells.

### 3.6 The transcription of miR155HG is induced by the cytokines–JAK–STAT3 axis

We then explored the regulatory mechanism responsible for the upregulation of miR155HG in activated NK cells. It is widely recognized that cytokines, including IL-2, IL-12, IL-15, and IL-21, trigger NK cell activation through the JAK–STAT signaling pathway^6^. To examine whether cytokines promoted the expression of miR155HG at the transcriptional level, the expression of miR155HG after treatment of transcription inhibitor ActD with cytokines stimulated NK cells. We found that the role of cytokines in increasing miR155HG level was abrogated by blocking gene transcription with ActD (Fig. 7A), implying that cytokines may enhance miR155HG transcription. By using bioinformatics analysis based on ChIP-sequencing data, we identified potential binding sites for STAT3 within the core promoter region of miR155HG (Fig. 7B). Our ChIP assays revealed that the segment from −1981 to −1785 base pairs of the miR155HG promoter, but not the segment from −1735 to −1598 base pairs, was significantly enriched in the DNA precipitated by anti-STAT3 antibodies (Fig. 7C). To further validate the transcription factor STAT3 promoted miR155HG transcription, we constructed the promoter reporter p(−2.5/+0.12 k) of miR155HG (Fig. 7D, left panel) that exhibited much higher activity than the control plasmid pGL3-basic, suggesting that this segment contains the miR155HG promoter. Moreover, the promoter activity of p(−2.5/+0.12 k) was increased by overexpressing STAT3 (Fig. 7D, right panel). Furthermore, both the inhibitors of JAK and STAT3 significantly attenuated the upregulation of miR155HG (Fig. 7E) and its downstream target genes (Fig. 7F) induced by cytokines.

**Figure 7:**
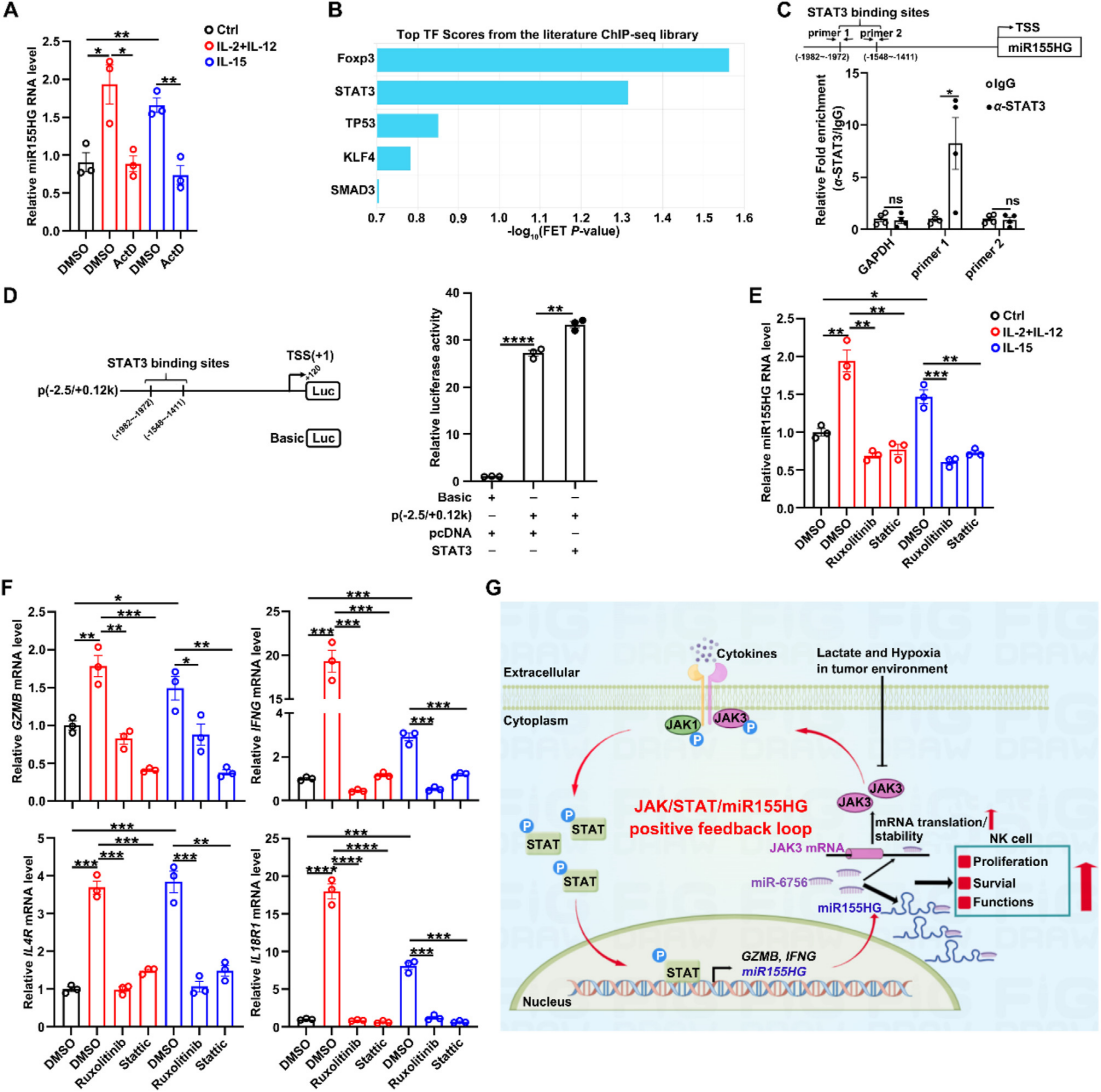
Identification of a JAK/STAT/miR155HG positive feedback loop in NK cell. (A) RT-qPCR assays of miR155HG levels after treatment of transcription inhibitor actinomycin D (ActD) with cytokines-stimulated NK cells. (B) Transcription factors that may regulate miR155HG expression were predicted using Chromatin immunoprecipitation (ChIP)-seq from chEA3 (https://maayanlab.cloud/chea3/). (C) Schematic structure of the miR155HG promoter with putative STAT3 binding sites (top panel) and ChIP assay of STAT3 binding to the miR155HG promoter in NK92 cells (bottom panel). The DNA precipitated by STAT3 antibodies was detected by PCR. The arrow designates the transcription direction of miR155HG. TSS, transcription start site. The promoter of GAPDH was used as a negative control. (D) The dual-luciferase reporter assay system was used to detect the effect of STAT3 overexpression on the activity of the miR155HG promoter vector. The arrow designates the transcription direction of miR155HG. TSS, transcription start site. (E, F) RT-qPCR of miR155HG and its downstream target genes RNA levels in NK92 cells after treated with the JAKs or STAT3 inhibitors with or without cytokines for 12 h. (G) The model of a JAK/STAT/miR155HG positive feedback loop and its role in NK cell expansion and effector functions (By Figdraw). For (A, C–F), the data from at least three independent experiments are presented as mean ± SEM; *P* values were assessed by unpaired Student's *t*-test (A, C–F). ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001; ns, not significant.

## 4 Discussion

The control of JAK–STAT signaling homeostasis is critical for maintaining both immune cells resting and immune response^36^^,^^37^. A previous study reported a negative feedback loop of JAK–STAT signaling in NK cells, where the IL-15*–*JAK–STAT signal axis induces upregulation of CIS, which interacts with JAK1, resulting in its enzymatic activity inhibition and proteasomal degradation^11^. In our research, we identified miR155HG as an activator of the JAK–STAT pathway in NK cells. JAK–STAT signaling triggered by cytokine stimulation led to the induction of miR155HG expression in NK cells. Mechanistically, upregulated miR155HG acts as a competing endogenous RNA partner of *JAK3* mRNA to maintain JAK3 levels in NK cells. Suppression of miR155HG led to decreased proliferation and survival of NK cells, as well as reduced IFN-*γ* secretion and cytotoxic capacity both *in vitro* and in vivo. Notably, overexpression of miR155HG promoted iPSC-NK cell expansion more than threefold, along with improved survival. These results strongly suggest that enhancing miR155HG expression provides a new target for NK cell adoptive transfer therapy, including improving the *in vitro* expansion efficiency and anti-tumor effect of NK cells.

Unlike other members of the JAK family, JAK3 is predominantly found in cells of hematopoietic origin and is recognized as the sole signaling component that directly engages with the *γ*c receptor^38^. Individuals with mutations in JAK3, whether human or murine, exhibit severe combined immunodeficiency, a condition defined by the absence of NK cells^7^^,^^39^^,^^40^. Prior research on mice carrying a spontaneous JAK3 mutation has unveiled a link between compromised JAK3 signaling and an arrest in the differentiation of NK cells and innate lymphoid cells 1 at the precursor NK and innate lymphoid cell precursor stages^41^. Downstream of the signal transduction of *γ*c cytokines, JAK3 phosphorylates STAT1/3/4/5/6, thereby regulating the downstream target genes. We found that miR155HG promotes the crucial target genes of JAK–STAT, including *GZMB*, *IFNG*, *IL12RB2*, *CCND3*, *IL10*, *IL4R*, *IL18R1* and *TNFRSF10A,* which contributed to NK cell expansion and effector function. Thus, our study identified miR155HG as a gatekeeper for the homeostatic expression of JAK3 in NK cells based on the following evidence: (1) Through bioinformatics analysis, RAP assay, and biochemical assays, it was discovered that miR155HG functions as an absorbent for miR-6756, thereby inhibiting the suppressive effects of miR-6756 on JAK3 expression. (2) In NK cells, the expression levels of miR155HG were found to be positively associated with the mRNA levels of *JAK3* and its target genes. In tumor-infiltrating NK cells derived from HCC patients, the RNA levels of both *JAK3* and miR155HG were observed to be downregulated. (3) According to data from the TCGA and GTEx project, the RNA levels of *JAK3* and miR155HG exhibited a positive correlation with the effector function module of NK cells across various human cancer types.

miR155HG exerts its biological function in a highly cell- and disease-dependent manner. In glioblastoma multiforme, miR155HG is overexpressed and works as a competing endogenous RNA for the tumor suppressor miR-185 to promote ANXA2 expression and tumor growth^42^. miR155HG exhibits elevated expression in dendritic cells during inflammation and encodes a 17-amino acid micropeptide, P155, that was previously unknown. This micropeptide P155 interacts directly with HSC70, thereby significantly enhancing autoinflammatory responses driven by dendritic cells in mice^16^. In this study, we found that the regulatory mechanism of miR155HG on JAK3 expression is independent of its derivative miR-155 and P155, as both failed to abrogate the inhibitory effect of silencing miR155HG on JAK3 expression. Furthermore, P155 did not influence the proliferation or the levels of effector molecules in NK cells. In this context, we discovered that miR155HG potentially functions as a sponge for miR-6756, inhibiting miR-6756's suppressive effect on JAK3 transcription, which in turn promotes the activation and effector functions of NK cells.

The blockade of SOCS proteins exerts a significant effect on strengthening NK cell-mediated tumor immunity, highlighting the potential of SOCS proteins as favorable targets for immunotherapeutic interventions. Lactate, a main suppressive factor in the TME, could suppress the expression of miR155HG and JAK3, attenuate the miR155HG/JAK/STAT positive feedback circuitry, and thereby reduce NK cell expansion and effector functions in the TME. Besides being a metabolite, lactate can induce gene expression through its receptor, which may be exploited for the induction of miR155HG expression in the TME by knocking in lactate response element in miR155HG promoter using gene editing. Lactate-induced-miR155HG-expressing NK cells may display more resistance to TME and enhanced tumor-killing ability.

## 5 Conclusions

In conclusion, we disclose that upon cytokine stimulation, STAT3 directly interacts with the miR155HG promoter and induces miR155HG transcription, and in turn, miR155HG functions by sequestering miR-6756, thereby preventing miR-6756 from repressing JAK3 expression. This sequence of events bolsters the JAK–STAT pathway, which is essential for NK cell development, activation, and function (Fig. 7G). Our findings underscore the crucial role of lncRNAs in modulating the cytokine/JAK/STAT signaling pathways and in driving the initiation and execution of NK cell responses. Furthermore, they indicate that these lncRNAs could serve as potential therapeutic targets for optimizing the outcomes of NK cell adoptive transfer treatments.

## Author contributions

Songyang Li: conceived and designed the experiments, curated and analyzed the data, acquired the funding, wrote original draft and revised the manuscript. Yongjie Liu, Peiwen Xiong: Data analysis. Xiaofeng Yin, Yao Yang, Jiaxing Qiu, Qinglan Yang, Xinjia Liu, Yana Li, Zhiguo Tan, Hongyan Peng, Shuting Wu, Xiangyu Wang and Lanlan Huang performed the experiments and analyzed the data. Sulai Liu, Yuxing Gong, Yuan Gao, Lingling Zhang, Junping Wang: analyzed the data, review and revised the manuscript. Yafei Deng and Zhaoyang Zhong: designed the research, supervised the study, and revised the manuscript. Youcai Deng devised the concept, designed the research, acquired the funding, supervised the study, wrote and revised the manuscript.

## Conflicts of interest

Songyang Li, Xiaofeng Yin, and Youcai Deng are beneficiaries of a pending patent for the recombinant plasmids and cells for iPSC-NK cell generation described in this manuscript.

# Supplementary material for: Identification of a JAK–STAT–miR155HG positive feedback loop in regulating natural killer (NK) cells proliferation and effector functions
**Source:** Acta Pharm Sin B. 2025 Mar 2;15(4):1922–37. doi: 10.1016/j.apsb.2025.02.034
**Supplement:** Multimedia component 1

**Supporting Information for**

**Original article**

**Identification of a JAK–STAT–miR155HG positive feedback loop in regulating natural killer (NK) cells proliferation and effector functions**

**Songyang Li<sup>a,†</sup>, Yongjie Liu<sup>a,†</sup>, Xiaofeng Yin<sup>b,†</sup>, Yao Yang<sup>b,c,†</sup>, Xinjia Liu<sup>a,d</sup>, Jiaxing Qiu<sup>e</sup>, Qinglan Yang<sup>a</sup>, Yana Li<sup>a</sup>, Zhiguo Tan<sup>f</sup>, Hongyan Peng<sup>a</sup>, Peiwen Xiong<sup>a</sup>, Shuting Wu<sup>a</sup>, Lanlan Huang<sup>a,d</sup>, Xiangyu Wang<sup>a</sup>, Sulai Liu<sup>f</sup>, Yuxing Gong<sup>g</sup>, Yuan Gao<sup>g</sup>, Lingling Zhang<sup>h</sup>, Junping Wang<sup>i</sup>, Yafei Deng<sup>a,\*</sup>, Zhaoyang Zhong<sup>j,\*</sup>, Youcai Deng<sup>b,i,\*</sup>**

Received 15 October 2024; received in revised form 1 January 2025; accepted 18 February 2025

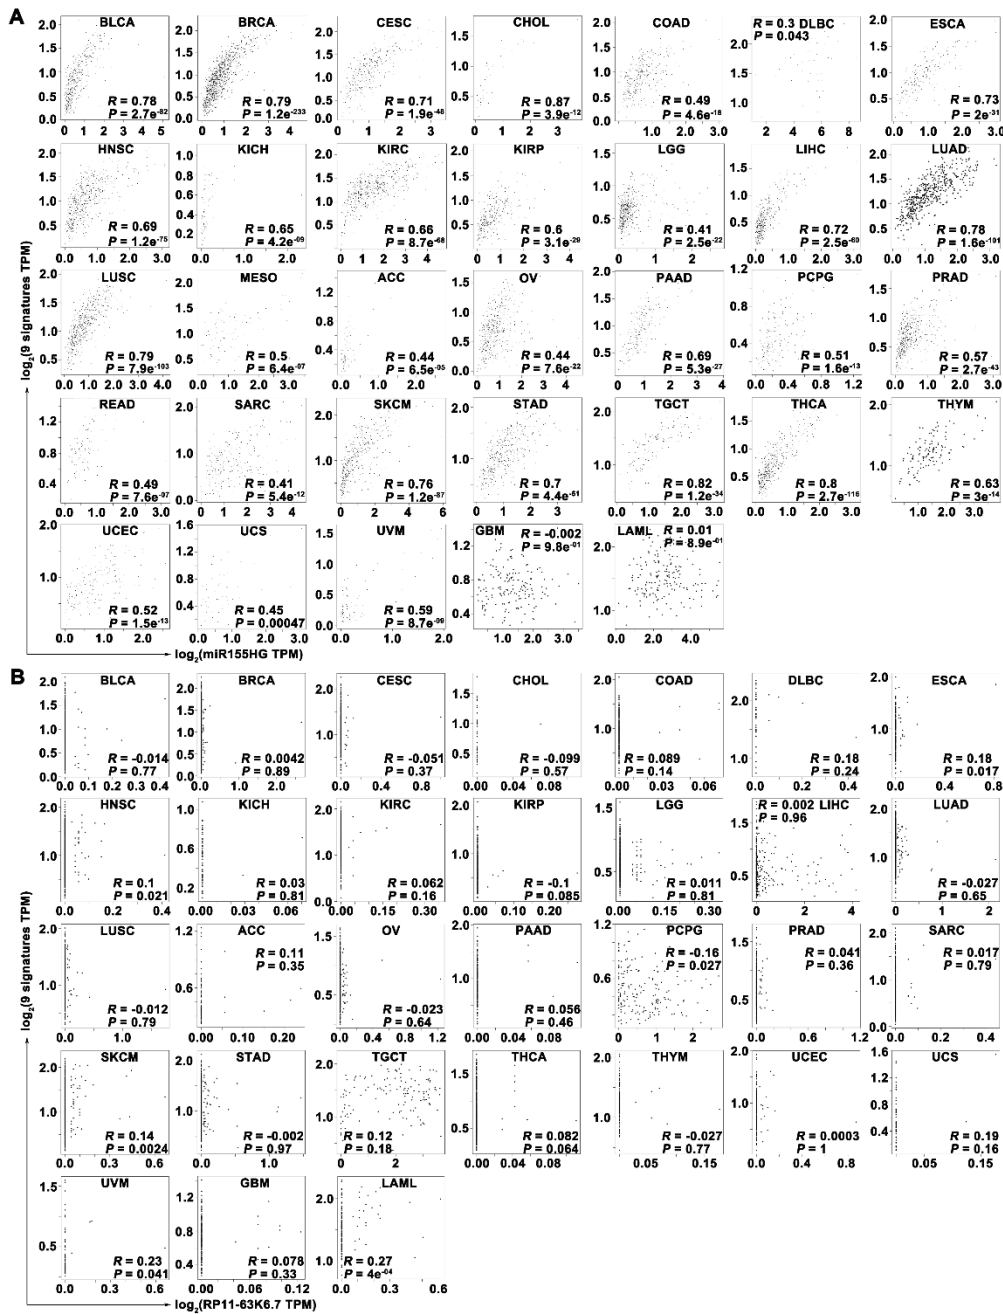

**Figure S1** Correlation between miR155HG (A) or RP11-63K6.7 (B) TPM and module TPM of NK effector function related genes in 33 different cancer types. NK effector function related genes: *NCR1*, *EOMES*, *TBX21*, *CD69*, *DNAM1*, *KLRK1*, *PERF*, *IFNG*, and *GZMB*. Abbreviations: ACC, adrenocortical carcinoma; BLCA, adenocortical carcinoma; BRCA, breast invasive carcinoma; CESC, cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL, cholangio carcinoma; COAD, colon adenocarcinoma; DLBC, lymphoid neoplasm diffuse large B-cell lymphoma; ESCA, esophageal carcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; KIRC, kidney renal clear cell carcinoma; KIRP, kidney renal papillary cell carcinoma; LAML, acute myeloid leukemia; LGG, Brain lower grade glioma; LIHC, liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; MESO, mesothelioma; OV, ovarian serous cystadenocarcinoma; PAAD, pancreatic adenocarcinoma; PCPG, pancreatic carcinoma; PRAD, prostate adenocarcinoma; READ, rectal adenocarcinoma; SARC, sarcoma; SKCM, skin cutaneous melanoma; STAD, stomach adenocarcinoma; TGCT, testicular germ cell tumor; THCA, thyroid carcinoma; THYM, thymoma; UCEC, uterine corpus endometrial carcinoma; UCS, uterine sarcoma; UVM, uveal melanoma.

liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; MESO, mesothelioma; OV, ovarian serous cystadenocarcinoma; PAAD, pancreatic adenocarcinoma; PCPG, pheochromocytoma and paraganglioma; PRAD, prostate adenocarcinoma; READ, rectum adenocarcinoma; SARC, sarcoma; SKCM, skin cutaneous melanoma; STAD, stomach adenocarcinoma; TGCT, testicular germ cell tumors; THCA, thyroid carcinoma; THYM, thymoma; TPM, transcripts per kilobase of exon model per million mapped reads; UCEC, uterine corpus endometrial carcinoma; UCS, uterine carcinosarcoma; UVM, uveal melanoma. Spearman's correlation coefficient ( $R$ ) and  $P$  values are shown.

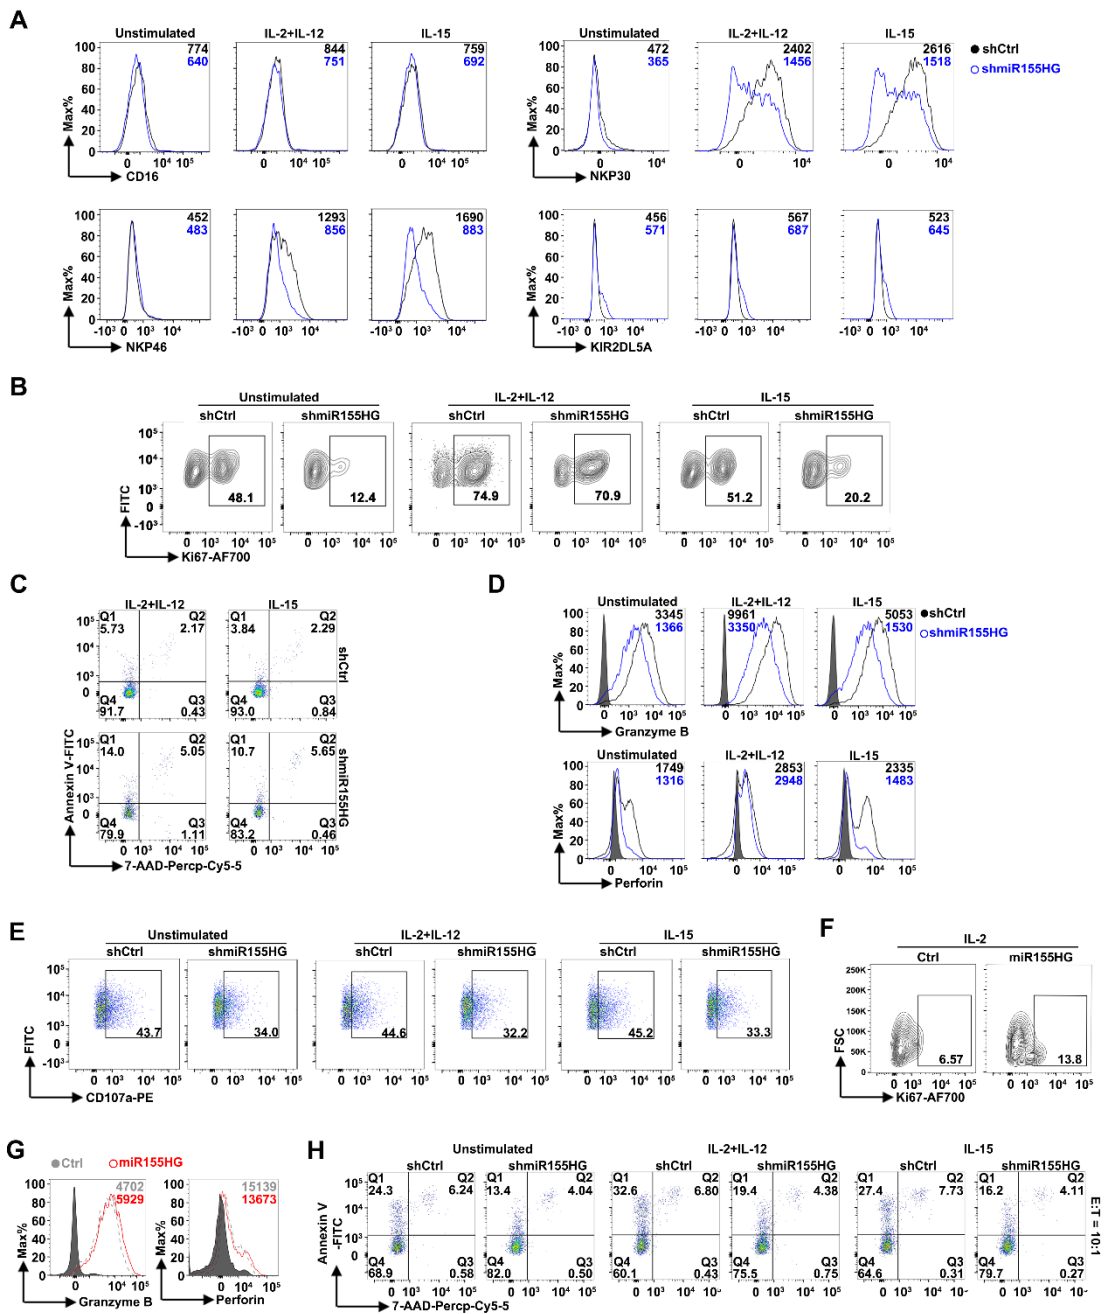

**Figure S2** MiR155HG promotes NK cell growth and effector function. (A) Flowcytometry analysis of CD16, NKP30, NKP46 and KIR2DL5A expression on shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. gMFI: genomic mean fluorescence intensity. (B) Flowcytometry analysis of Ki67 expression on shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. (C) Flowcytometry analysis of the ratio of early apoptosis (Annexin V<sup>+</sup>7-AAD<sup>-</sup>) and late apoptosis (Annexin V<sup>+</sup>7-AAD<sup>+</sup>) of shmiR155HG and Ctrl NK92 cells after stimulated with cytokines for 48 h. (D) Flowcytometry analysis of the percentages of granzyme B and perforin in shmiR155HG and Ctrl NK92 cells after stimulated with or without cytokines for 24 h. (E) Flowcytometry analysis of the percentages of CD107a on shmiR155HG and Ctrl NK92 cells after co-cultured with K562 cells in the presence or absence of indicated cytokines for 5 h. (F) Flowcytometry analysis of Ki67 expression on miR155HG and Ctrl NK92 cells after stimulated with IL-2 (800 U/mL) for 24 h. (G) Flowcytometry analysis of the percentages of granzyme B and perforin in miR155HG and Ctrl NK92 cells after stimulated with IL-2 (800 U/mL) for 24 h. (H) Flowcytometry analysis of the percentages of live (Annexin V<sup>-</sup>7-AAD<sup>-</sup>) and early apoptosis (Annexin V<sup>+</sup>7-AAD<sup>-</sup>) of K562 cells after co-cultured with shmiR155HG or Ctrl NK92 cells with or without cytokines for 5 h.

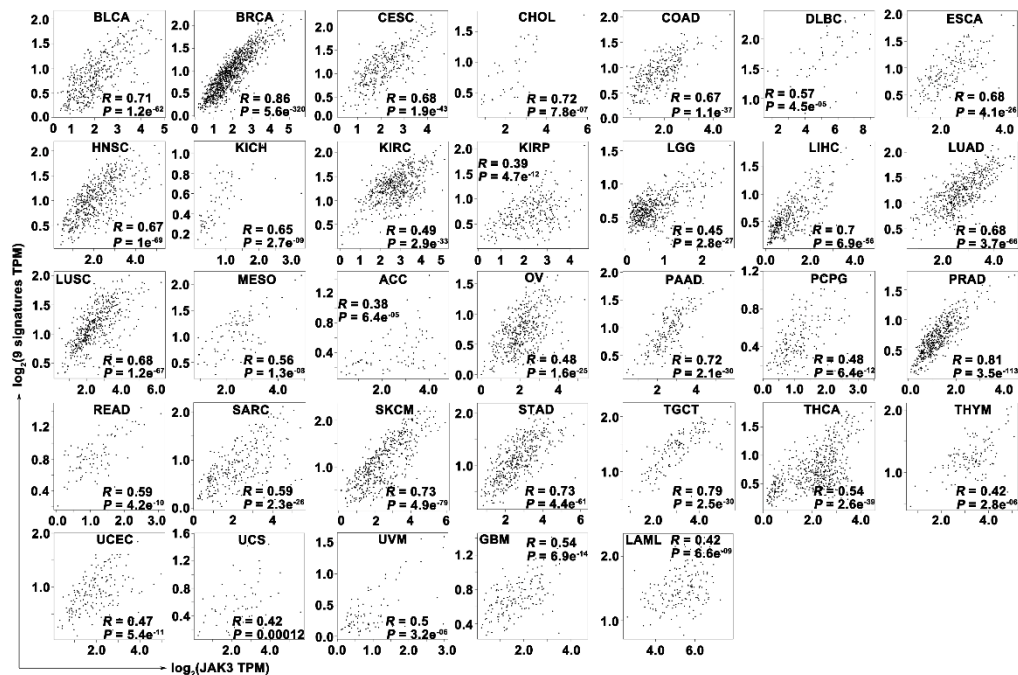

**Figure S3** Correlation between JAK3 TPM and module TPM of NK effector function related genes in 33 different cancer types. The extensions of tumor abbreviations are listed in the legend of Fig. S1. Spearman's correlation coefficient ( $R$ ) and  $P$  values are shown.

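The table of oligonucleotides covers primers for RT-qPCR, which measures the RNA between a pair of primers, capture probes for RNA antisense purification (RAP), which pulls down one RNA with all that is bound to it, miRNA mimics and inhibitors, and primers for ChIP. The RT-qPCR primers and RAP probes for MIR155HG and the RT-qPCR primers for JAK3 were placed on hg38 by exact match.
The sense primer for MIR155HG lies in exon 3 of the canonical transcript (4 exons, 1699 nt), on chromosome 21 from 25569877 to 25569896, and the antisense primer in exon 4, from 25574072 to 25574091, so the pair spans an intron. The RAP probes miR155HG-1, miR155HG-3, miR155HG-4 and miR155HG-5 lie in exon 4 and are antisense to the transcript, at 25573966 to 25574002, 25574440 to 25574478, 25574738 to 25574774 and 25574976 to 25575015. The JAK3 primers lie in exon 4, on chromosome 19 from 17843457 to 17843476, and exon 5, from 17843028 to 17843047, which also spans an intron.

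**Figure D2:**
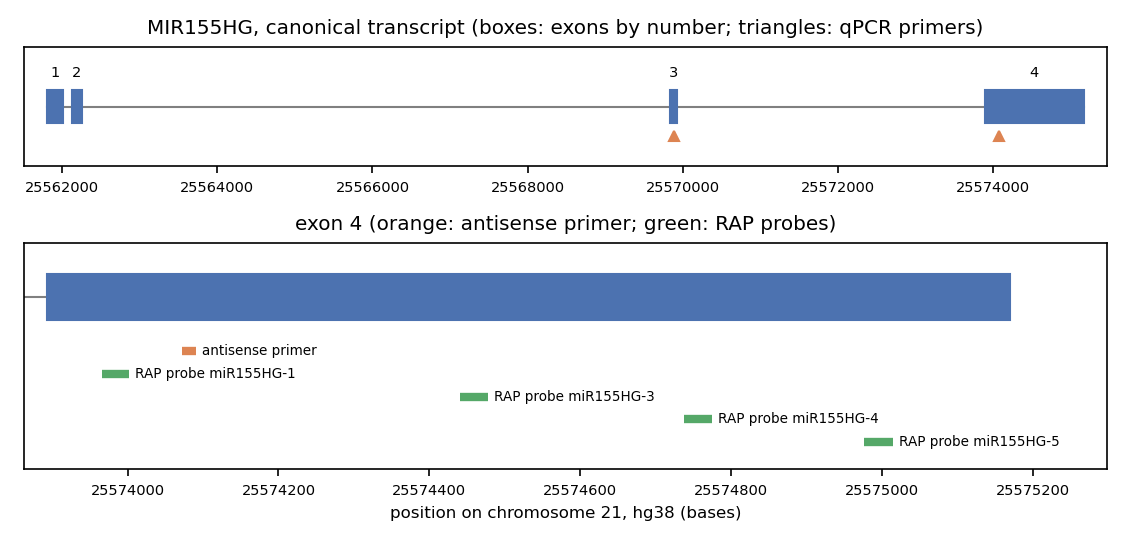
Canonical transcript of MIR155HG on chromosome 21 of hg38 (x axis in bases), with exons as boxes and RT-qPCR primers as triangles, and exon 4 enlarged with the antisense primer and the 4 RAP probes. All 4 probes lie in exon 4, while the primers lie in exon 3 and exon 4.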

**Table S1** Sequences of RNA and DNA oligonucleotides.

| Name                        | Sense strand/Sense primer (5'–3') | Antisense strand/Antisense primer (5'–3') |
|-----------------------------|-----------------------------------|-------------------------------------------|
| <b>Primers for qPCR</b>     |                                   |                                           |
| miR155HG                    | TACCTGTCACCTTGGCTCTC              | ACGGCAGCAATTTGTTCCAT                      |
| GAPDH                       | AGAAGGCTGGGGCTCATTTG              | AGGGGCCATCCACAGTCTTC                      |
| JAK3                        | TTGGTTTGGGCTGGAGAAGT              | TGACAGTCTTCAGCAGCTCT                      |
| AK096685                    | TGTCTCATCTGGTGCTCTTTCT            | AACTGAACTGCCATAGAGCTT                     |
| RP11-63K6.7                 | CTCACGCATGTAATCCCTGC              | TGGGTGCTGTAGAGGGTGT                       |
| NR_158157.1                 | AACTGTACACCCACCTCCT               | AAATCCGGCTTGTCCCTCTG                      |
| AF086143                    | CTTGTGTGTCTGTGTGCGTG              | GTTACAGACACACACGCAC                       |
| ENSG00000290922             | AGAGATGTGCCATGTCAGCC              | ACAGTGAGCAGTTTCAGCCA                      |
| TCONS_00025394              | TTGGAGAAAACGGTGGGGTT              | CGGAAGCTGAAGTGGGAGAA                      |
| AK125615.1                  | AATGCTGCAGAGACCATGGG              | ACTTCTGGCACACTGTTGGT                      |
| IFNG                        | TCGGTAACTGACTTGAATGTCCA           | TCGCTTCCCTGTTTTAGCTGC                     |
| GZMB                        | CCCTGGGAAAACACTCACACA             | GCACAACTCAATGGTACTGTGC                    |
| MALAT1                      | GAAAGCGAGTGGTTGGTAAA              | CCCTCAAAAGCTTCAGACAA                      |
| IL12RB2                     | CCAGAGTTGATTGTTGATGGCA            | CCTTGTCTGGGCTTCAAAGAG                     |
| IL10                        | CCGTGGAGCAGGTGAAGAAT              | AGCCCCAGATCCGATTTTGG                      |
| IL4R                        | TGCGAGTGGAAGATGAATGGT             | AGTTATCCGCACTGACCACG                      |
| CCND3                       | TGCACATGATTTCTTGGCCT              | TTCAGTGCCAGTGATCCCTG                      |
| IL18R1                      | CTGATATCCCAGGCCACGTC              | TGGGCAAAATCTCCACAGCA                      |
| IL18RAP                     | ATGCACAAAGTCCAGCGGTA              | GCTCTGACTGTCCACGAACT                      |
| TNFRSF13C                   | GAGTGCTTCGACCTGCTG                | CTCCAGCTCACCAGACCCA                       |
| XCR1                        | CCCAGAGAGCACCACTTTT               | CTGAGAGGCACAGGTTGAGG                      |
| CXCR6                       | TCAATGACAGCAGCCAGGAG              | CCGTCAGGCTCTGCAACTTA                      |
| CCR1                        | CCAGAAGGTGAACGAGAGGG              | CCAGGTTCAGGAGGTAGATGC                     |
| CCR6                        | TTTTCTGCCACAAATGAGCG              | CTGGAGAACTGCCTGACCTC                      |
| TNFRSF10A                   | ACGAGATTCTGAGCAACGCA              | CAGCAGCCTCCTCCTCTGA                       |
| U6                          | CTCGCTTCGGCAGCACA                 | AACGCTTCACGAATTTGCGA                      |
| hsa-miR-3614-3p             |                                   | GCTAGCCTTCAGATCTTGGTGT                    |
| hsa-miR-4767                |                                   | ATACGCGGGCGCTCCTGGCCGCCGCC                |
| hsa-miR-5586-5p             |                                   | GCCTATCCAGCTTGTTACTATATGC                 |
| hsa-miR-6511b-5p            |                                   | AGGCAGAAGTGGGGCTGACA                      |
| hsa-miR-6724-5p             |                                   | ATACTGGGCCCCGCGCGGGCGTGGGG                |
| hsa-miR-6756-5p             |                                   | TATAGGGTGGGGCTGGAGGT                      |
| hsa-miR-6773-5p             |                                   | GGCCCAGGAGTAAACAGGAT                      |
| hsa-miR-6778-5p             |                                   | TAGTGGGAGGACAGGAGGCA                      |
| hsa-miR-6884-5p             |                                   | AGAGGCTGAGAAGGTGATGTTG                    |
| hsa-miR-1233-5p             |                                   | ATTGGGAGGCCAGGGCA                         |
| <b>miRNA mimics</b>         |                                   |                                           |
| miR-155                     | UUA AUGCUAAUCGUGAUAGGGGUU         | CCCCUAUCACGAUUAGCAUUAUUU                  |
| miR-6756                    | AGGGUGGGGCGUGGAGGUGGGGCU          | CCCCACCUCAGCCCCACCCUUU                    |
| negative control (NC)       | UGAAUUAGAUGGCGAUGUUDtT            | AACAUCGCCAUCUAAUUCAdtT                    |
| <b>miRNA inhibitors</b>     |                                   |                                           |
| control inhibitor (anti-NC) | GUGGAUAUUGUUGCCAUA                |                                           |
| anti-miR-6756               | AGCCCCACCUCAGCCCCACCCU            |                                           |

---

**Primers for ChIP**

|                    |                      |                          |
|--------------------|----------------------|--------------------------|
| p (−1982 to −1972) | GAGACATCATTATTGTCATT | TAGGAGTCAAATACACCTG      |
| p (−1548 to −1411) | ATGGGAAATTCAGAAAGGC  | TGATCATATGAGGGAGGAGC     |
| GAPDH              | TACTAGCGGTTTTACGGGCG | TCGAACAGGAGGAGCAGAGAGCGA |

**Probes for RAP**

|            |                                          |
|------------|------------------------------------------|
| miR155HG-1 | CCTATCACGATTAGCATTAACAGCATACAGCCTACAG    |
| miR155HG-3 | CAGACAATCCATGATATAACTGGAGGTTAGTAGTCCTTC  |
| miR155HG-4 | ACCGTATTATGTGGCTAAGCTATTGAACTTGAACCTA    |
| miR155HG-5 | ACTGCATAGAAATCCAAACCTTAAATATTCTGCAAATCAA |
| Lac Z-1    | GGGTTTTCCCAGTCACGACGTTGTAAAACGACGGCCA    |
| Lac Z-2    | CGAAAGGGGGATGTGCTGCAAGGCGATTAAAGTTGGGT   |
| Lac Z-3    | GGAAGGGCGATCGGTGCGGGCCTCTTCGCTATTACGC    |
| Lac Z-4    | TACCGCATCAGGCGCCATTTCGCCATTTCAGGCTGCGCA  |
| Lac Z-5    | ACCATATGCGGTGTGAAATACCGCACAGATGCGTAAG    |

---

**Table S2** The information of antibodies used.

| Antibody              | Clone     | Catalog number | Source          |
|-----------------------|-----------|----------------|-----------------|
| P-JAK3 (Tyr980/981)   | D44E3     | 5031T          | CST             |
| JAK3                  | EP909Y    | ab45141        | Abcam           |
| P-JAK1 (Tyr1022/1023) | EPR1899   | ab138005       | Abcam           |
| JAK1                  | EPR349    | ab133666       | Abcam           |
| P-STAT3 (Tyr705)      | D3A7      | 9145T          | CST             |
| STAT3                 | 79D7      | 4904S          | CST             |
| P-STAT4 (Tyr693)      | D2E4      | 4134S          | CST             |
| STAT4                 | C46B10    | 2653S          | CST             |
| P-STAT5 (Tyr694)      | C11C5     | 9359S          | CST             |
| STAT5                 | D2O6Y     | 94205S         | CST             |
| GAPDH                 | D16H11    | 8884S          | CST             |
| CD45                  | 2D1       | 560178         | BD Biosciences  |
| CD45                  | HI30      | 304037         | BioLegend       |
| CD56                  | NCAM16.2  | 562780         | BD Biosciences  |
| CD56                  | QA17A16   | 392406         | BioLegend       |
| CD56                  | N901      | IM2474         | Beckman Coulter |
| CD3                   | HIT3a     | 300316         | BioLegend       |
| CD16                  | 3G8       | 302012/302018  | BioLegend       |
| NKP46                 | 9E2       | 331914         | BioLegend       |
| CD34                  | 581       | 343516         | BioLegend       |
| CD43                  | CD43-10G7 | 343206         | BioLegend       |
| Perforin              | dG9       | 308122         | BioLegend       |
| Granzyme B            | GB11      | 515406         | BioLegend       |
| IFN- $\gamma$         | 4S.B3     | 502530         | BioLegend       |
| Ki67                  | Ki-67     | 350530         | BioLegend       |
| Ki67                  | 11F6      | 151222         | BioLegend       |
| Granzyme B            | GB11      | 561142         | BD Biosciences  |
| Perforin              | B-D48     | 353314         | BioLegend       |

|               |        |               |                |
|---------------|--------|---------------|----------------|
| CD107a        | H4A3   | 555801/328616 | BD Biosciences |
| CD337 (NKP30) | REA823 | 130-112-430   | Miltenyi       |
| KIR2DL5A      | UP-R1  | 566330        | BD Biosciences |

---

How the deposited data were processed for this re-analysis (not part of the article)

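The data were gene counts from RNA-seq of NK92 cells carrying shCtrl or shmiR155HG (3 libraries each), treated with IL-2 plus IL-12 for 12 h. The authors deposited whole-number counts per gene for all 6 libraries, without normalization, and every library was used. Upstream of these counts, the authors aligned reads to hg38 with HISAT2, ran StringTie on reference transcripts only, and merged counts with prepDE.py3. Reads were not available, so alignment, counting and strand use could not be repeated. The treatment labels of shmiR155HG replicates 2 and 3 carry other numbers in the gene's name, while their titles and the paper name shmiR155HG, and they were taken as shmiR155HG.

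Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with more than 1 CPM in at least 2 libraries were kept, as in the paper, and libraries were scaled with TMM. The paper's rule was applied with edgeR's exact test (tagwise dispersion, unadjusted P under 0.01, fold change over 1.2). The main test was edgeR's quasi-likelihood test (robust fit, Benjamini-Hochberg adjustment, adjusted p under 0.05), with no block for the replicate number. Adjusted p-values of single genes come from this test unless another is named. SD values are of normalized CPM within a group, and SE values are of the log2 fold change. Counts per gene differ from molecules by PCR duplicates, and MIR155HG, with 10 to 73 counts per library, is the least precise of the genes of Fig. 4A.

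Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, fry and a one-sided hypergeometric test of genes called lower by the paper's rule. The lists were cytokines and their receptors, JAK–STAT, p53, leishmaniasis, and antigen presentation with the MHC in place of allograft rejection, then the 8 JAK3 target genes of Fig. 4E, NK effector genes of Fig. 4H, interferon-stimulated genes, proliferation genes and miR-155 targets. Lists of replication-dependent histone genes, histone variant genes with a poly(A) tail and S-phase genes were added after the results were seen.

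The named genes were every gene the paper names for shmiR155HG NK92 cells or lists as a primer target (apart from reference genes and other lncRNAs), and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 CPM over the libraries and no overlap between the groups. KIR2DL5A has no entry in the count table and was not analysed here. Genes named outside this rule are marked as chosen after their values were seen. Positions, transcripts and GC content were taken from GENCODE for hg38, whose release can differ from that of the authors.

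Genes with a match to positions 2 to 8 of miR-155 (site AGCATTA) or miR-6756 (site CCCACCC) in the 3′UTR were compared by their median log2 fold change with 10000 random lists. These were matched on expression, 3′UTR length and GC content, and drawn from all 10739 genes with a 3′UTR, not only from genes without a site, because the latter gave false calls on simulated data. GC content was corrected in an added setting with a loess curve per library as offsets in the same test.

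The methods were tested on simulated data with 12263 genes, of which 197 were changed. The quasi-likelihood test recovered 85.3% of the changed genes, and 5.62% of its calls were unchanged genes. The paper's rule recovered 91.9% of changed genes and called 0.800% of unchanged genes. Camera found 3 of 3 shifted lists and none of 20 unchanged lists at an unadjusted p under 0.05. For these tests, genes were simulated independently of each other, so the rates leave out correlation between genes. The simulated changes were larger than the median change of the real calls and than the medians of the pathway lists. Recovery may therefore be lower in the real data. The test of miRNA sites found a shift of 0.05 on the log2 scale in 40 of 40 runs for both miRNAs, and gave a call without a shift in 3 of 40 runs for miR-155 and 1 of 40 for miR-6756.

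Alternatives covered the scaling (DESeq2's size factors, total counts), the filter (none, filterByExpr, mean CPM of at least 5), halved counts, the replicate block, the test (exact, DESeq2, limma-voom, glmTreat), the list test, the site definition and each library left out in turn. The GC correction, a common dispersion and an unadjusted P under 0.05 were added after seeing the data.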

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

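The tests on histone and S-phase genes and on GC content were chosen only after the result was seen.

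Among genes with a mean of at least 1 CPM, an adjusted p under 0.05 and no overlap between the groups, the 5 with the largest rises in shmiR155HG cells lie outside those the paper discusses. HIST1H4C had 11, 14 and 4 counts in shCtrl replicates 1, 2 and 3 and 119, 97 and 53 in shmiR155HG replicates 1, 2 and 3, a log2 fold change of 3.23 (SE 0.48, adjusted p = 1.73e-05). RMRP, the RNA of RNase MRP, had 4, 10 and 18 counts against 70, 117 and 41, a log2 fold change of 2.86 (SE 0.51, adjusted p = 0.000195). HIST2H2BE had a log2 fold change of 2.09 (SE 0.35, adjusted p = 9.29e-05). RNAs of these kinds mostly carry no poly(A) tail, while the libraries were made from poly(A) RNA. The 22 other replication-dependent histone genes tested, which include HIST2H3D, HIST2H3C and HIST2H3A with rises larger than that of HIST2H2BE but a mean under 1 CPM (chosen after their values were seen), had a median log2 fold change of 0.94, with 21 of 22 higher and 11 at an adjusted p under 0.05 (fry p = 0.000250, camera with an estimated correlation p = 0.0111). The 5 histone variant genes with a poly(A) tail had a median of −0.07, with 2 higher and 3 lower. More RNA without a poly(A) tail in the shmiR155HG libraries, from RNA quality or bead capture, is therefore a candidate explanation, and it was tested on the same data that raised it. More cells in S phase would raise histone mRNAs together with S-phase genes, but the 13 S-phase genes had a median of −0.18, with 11 lower, 8 of them at an adjusted p under 0.05, which argues against it. Altered processing of histone mRNA in the cells was not tested and stays open. Histone genes are close paralogs, and HIST1H4C overlaps H2BC4 on the opposite strand, so the gene to which single reads belong is uncertain. Some listed genes had nearly the same counts, such as HIST2H3A and HIST2H3C, each with 19, 7 and 6 in shCtrl replicates 1, 2 and 3. Such genes are not independent, so the number of genes higher and the p-values of the list may overstate the evidence.

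PTPRF had 42, 34 and 74 counts in the shCtrl libraries (replicates 1, 2 and 3) and 391, 388 and 323 in the shmiR155HG libraries, a log2 fold change of 2.93 (SE 0.24, adjusted p = 5.68e-10). AL109840.2, a lncRNA gene on chromosome 20, had 16, 21 and 17 counts against 150, 121 and 72, a log2 fold change of 2.70 (SE 0.39, adjusted p = 1.09e-05). Their transcripts have a GC content of 59.4% and 52.0%, and log2 fold changes rose with GC content. After a GC correction per library the values were 2.89 for PTPRF and 2.68 for AL109840.2, which argues against the GC trend as the cause. Both RNAs were higher in each shmiR155HG library than in each shCtrl library, so no single library carries the rise. AL109840.2 overlaps a pseudogene absent from the count table, whose reads may be counted on it. Whether the libraries of a group come from separate transductions is not given in the sample labels, so an effect of miR155HG, of the shRNA on other targets, or of the expansion of 1 line cannot be separated with these libraries, and no biological explanation was tested.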

How the results depend on the processing

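The tests with a GC correction, a common dispersion or an unadjusted P under 0.05 were chosen only after the result was seen. The scaling shifted the median of all genes by less than 0.1, with a median log2 fold change of 0.0034 under total counts. No gene called at an adjusted p under 0.05 was called with the opposite sign in the 17 settings compared gene by gene, which leave out glmTreat, the common dispersion and the unadjusted P.

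JAK3 stayed lower at an adjusted p under 0.05 in all 17 alternatives (−0.43 to −0.35), as did MIR155HG in the 16 that gave a value (−2.13 to −1.52); at a mean CPM of at least 5, MIR155HG was removed by the filter, so no value exists. Its low counts limit the precision of the knockdown more than that of JAK3. The 8 JAK3 target genes were all lower at an adjusted p under 0.05, or 7 of 8 without shCtrl replicate 3, shmiR155HG replicate 1 or shmiR155HG replicate 3. Of 687 values of 41 single genes under alternatives, 662 kept their direction and side of the threshold, 19 weakened (16 of them without 1 library) and 6 reversed (4 without 1 library). The reversed ones were near 0: STAT4 with a GC correction (0.011) and over the fits that each left out 1 library (−0.074 to 0.022), and STAT5B with a GC correction (−0.0059) and over those fits (−0.040 to 0.043).

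By the paper's rule, glmTreat gave 228 higher and 158 lower genes, since it asks that the fold change exceed the threshold beyond its error. A common dispersion gave 1017 higher and 721 lower genes at P under 0.01, and 909 higher and 621 lower genes at an adjusted p under 0.05. The cause was not tested. Other settings stayed within 1.5 times of 552 and 467, and the fits that each left out 1 library gave 474 to 561 higher and 420 to 485 lower genes. At an adjusted p under 0.05, these fits gave 580 to 891 higher and 674 to 917 lower genes; 580 was without shmiR155HG replicate 2, with fewer libraries tested.

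The replicate numbers do not pair the libraries: the deviations of libraries with the same number correlated by −0.013, 0.012 and 0.020 across genes. With a replicate block, the paper's thresholds were applied to the quasi-likelihood test in place of the exact test. This gave 473 genes higher and 444 lower, against 491 and 455 by the same test without the block. Of the 1874 genes with an adjusted p under 0.05, 1711 were called again with the block (91.3%).

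For the cytokine list, the adjusted p was 0.00583 with fry, which asks another question than camera. By camera, it was 0.0180 with a GC correction. Over the fits without 1 library it was 0.0360 to 0.119 by camera, the lowest without shmiR155HG replicate 3. For JAK–STAT the sign turned positive at a mean CPM of at least 5 (0.850), without the cytokine genes (0.190), and without shCtrl replicate 3 or shmiR155HG replicate 3 (0.504 to 0.964 over the 6 fits); none passed 0.05, so the list has no stable direction. With fry, p53 (0.0257), leishmaniasis (0.0166) and antigen presentation (0.0166) passed. The proliferation list no longer passed with an estimated correlation (0.0544) or a GC correction (0.0585). The sign of the miR-155 target list turned positive at a mean CPM of at least 5 (0.927) and without shCtrl replicate 3 (0.635 to 0.969 over these fits). The cause was not tested for any of these lists.

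The shift of genes with a miR-155 site against matched lists turned from −0.00325 to 0.0102 with 8mer sites only and to 0.00148 with a GC correction, and was −0.0152 when matched on expression only (permutation p = 0.0011). For miR-6756, matching on expression only gave 0.0289 (permutation p = 0.0001, the smallest that 10000 lists allow). Both calls were absent once 3′UTR length and GC content were matched as well.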

Differences from the paper's values

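The tests with a common dispersion and with an unadjusted P under 0.05 were chosen only after the result was seen.

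By the paper's rule, 552 genes were higher in shmiR155HG cells, against the paper's 881. None of the alternatives to this rule set before the data were examined closed the gap, with 228 (glmTreat) to 569 (halved counts) higher genes; DESeq2's size factors gave 556 and no filter gave 513. The variants of this rule that came within 1.5 times of the paper's value were all chosen after seeing the values. They were a common dispersion at P under 0.01 (1017 higher and 721 lower genes) and an unadjusted P under 0.05 (766 and 607). The third, a common dispersion at an adjusted p under 0.05, gave 909 higher and 621 lower genes. Of the 3 it came closest to the paper's 881 higher genes. Whether the authors used such a setting is not known. The separate count at an adjusted p under 0.05 with no fold threshold, also set before the data were examined, came within 1.5 times for higher genes, with 890 by the quasi-likelihood test and 938 by the exact test, but gave 984 and 971 lower genes against the paper's 583. For genes lower in shmiR155HG cells, 467 here and the paper's 583 lay within 1.5 times of each other; of the alternatives, only glmTreat (158) did not.

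The paper names JAK–STAT signaling among the most downregulated pathways. As a whole list, its 84 genes were not lower (median log2 fold change 0.01, adjusted p = 0.956 by camera in limma, 0.926 by fry), with 12 genes lower and 15 higher at an adjusted p under 0.05, although genes called lower by the paper's rule were over-represented in it (11 against 3.20 expected, hypergeometric adjusted p = 0.000546). By that test the leishmaniasis list ranked above JAK–STAT and p53, while the paper places it after both. The lists were written by hand, so the ranking among all KEGG pathways was not tested.

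The paper gives miR155HG fewer exons than the 4 of its canonical transcript in the annotation used here (1699 nt); another annotated transcript has 3 exons (1571 nt). The x axis of Fig. 4A is labelled as log10 of CPM, while the labelled genes lie where log2 of CPM places them, at 0.27 for MIR155HG and 6.43 for JAK3. The log2 fold changes read by eye in Fig. 4A, about −1.8 for MIR155HG and about −0.4 for JAK3, did not differ from the values here.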

Other observations

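The tests on GC content, on the direction of the interferon list and on even counts were chosen only after the result was seen.

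The 6 libraries can be split into 3 against 3 in 10 ways. For genes called by the paper's rule, 1 of the 10 splits gave as many as the real one (1019), and the 9 others gave 52 to 68. The same held for genes with an adjusted p under 0.05 (1 of 10 splits; 1874 against 0 to 1 in the others), for JAK3 target genes lower (1 of 10; 8 against 0) and for lists past the camera threshold, counted without the JAK3 target list (1 of 10; 3 against at most 1). With 10 splits the share can never fall below 10%.

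At 24 h, the paper measured JAK3 target genes by RT-qPCR, and here they were measured by RNA-seq at 12 h. All 8 were lower in shmiR155HG cells at an adjusted p under 0.05, over all genes and when adjusted over the list alone (over all genes, 7 without shCtrl replicate 3, shmiR155HG replicate 1 or shmiR155HG replicate 3). Their median log2 fold change was −0.48 (camera adjusted p = 7.98e-31, 0.000803 with an estimated correlation, fry 2.48e-05). How the authors chose these genes is not stated, so the list may not be independent of these libraries (log2 fold changes from −1.14 to −0.35, and a GC correction left JAK3 itself at −0.43). Besides GZMB and IFNG, the log2 fold change was −0.39 for IL12RB2, −0.35 for CCND3, −0.51 for IL10, −0.45 for IL4R, −0.75 for IL18R1 and −0.72 for TNFRSF10A, whose adjusted p of 0.0153 rose above 0.05 in those 3 fits, up to 0.0991 without shCtrl replicate 3. Several of these genes overlap others, among them IL10 with IL19 and IL18R1 with IL1RL1.

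For surface and effector proteins that the paper measured in NK92 cells, the mRNA log2 fold change was −0.41 for FCGR3A (adjusted p = 0.0605), −0.29 for NCR1 (0.0981), −0.24 for NCR3 (0.000577), −0.20 for PRF1 (0.000419), 0.05 for LAMP1 (0.506) and −0.12 for MKI67 (0.0200, but over 0.05 without shCtrl replicate 2 or 3 or shmiR155HG replicate 2 or 3, up to 0.126). EOMES (0.32, adjusted p = 7.75e-07) and TBX21 (0.27, adjusted p = 4.99e-06) were higher, while CD69 (−0.26, 0.386), CD226 (0.72, 0.192) and KLRK1 (−0.14, 0.354) did not pass. INPP5D rose by 0.18 (0.00332). CISH had a log2 fold change of 0.11 (0.0381), and its adjusted p stayed under 0.05 in 9 of 17 alternatives and was highest, at 0.225, without shCtrl replicate 2. Single libraries weighed on several of the genes that did not pass: NCR1 moved to −0.13 (0.529) and CD226 to 0.41 without shCtrl replicate 3, CD69 to −0.17 without shCtrl replicate 2, KLRK1 to −0.062 without shmiR155HG replicate 3 and LAMP1 to 0.016 without shmiR155HG replicate 2. FCGR3A, NCR3, PRF1, CD226, KLRK1, INPP5D and CISH overlap other annotated genes.

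The list of 9 NK effector genes was lower as a whole (median −0.20, camera adjusted p = 0.000449, 0.0319 with an estimated correlation, fry 0.000848), although its members went both ways and 2 of them, GZMB and IFNG, are also JAK3 target genes; 3 were lower and 2 higher at an adjusted p under 0.05 (4 and 2 when adjusted over the list alone). The 46 proliferation genes had a median of −0.05 (camera adjusted p = 0.0178, 0.0544 with an estimated correlation, fry 0.000848), with 16 lower and 5 higher (18 and 7 when adjusted over the list alone). The 20 miR-155 targets had a median of −0.01 (camera adjusted p = 0.832, fry 0.603), with 2 lower and 4 higher (4 and 4 when adjusted over the list alone).

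An interferon response to the vector or shRNA was asked of 37 interferon-stimulated genes, which were lower in shmiR155HG cells (camera adjusted p = 0.000517, 0.0319 with an estimated correlation, fry 0.00103), with 13 lower and 2 higher at an adjusted p under 0.05 (15 and 3 when adjusted over the list alone). The median log2 fold change of −0.18 argues against a stronger response in the shmiR155HG cells for the list as a whole. It does not cover the 2 genes that rose, against 13 that fell. These were IFIT3 (0.45, adjusted p = 4.08e-05 by edgeR) and RSAD2 (0.35, adjusted p = 0.00169), named after their values were seen. A stronger response in the shCtrl cells cannot be told apart from an effect of miR155HG, for instance through the lower IFNG, since each group carries its own shRNA.

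If miR155HG sponged miR-6756 for many targets, its loss would lower genes with miR-6756 sites. The 2496 genes with a site had a median log2 fold change of 0.025 against 0.020 in matched lists (difference 0.0055, higher and not lower, permutation adjusted p = 0.103). A general shift of 0.05, which was found in 40 of 40 simulated runs, is argued against for genes with this exact match. The JAK3 3′UTR has no such match, so JAK3 and sites paired like its own were not in the test. An effect on JAK3 may therefore remain. The paper's evidence on JAK3 came from RAP and from miR-6756 mimics and inhibitors, which these counts do not address. Mature miR-6756 was not measured here. In shCtrl cells MIR155HG reached 1.04 ± 0.091 CPM per kb and JAK3 18.1 ± 0.588 (SD, n = 3), so JAK3 exceeded it by a factor of 17.5 ± 1.59, and MIR155HG would add 0.00156% to the pool of transcripts with such a site. This counts poly(A) RNA only, and the count of sites per molecule was not used. At so small a share of the pool, the absence of a general shift says little about the sponge model that the paper proposes. The site of Fig. 6D in MIR155HG (chromosome 21, 25569879 to 25569903) pairs with 7 of 7 seed positions, and that in the JAK3 3′UTR (nucleotides 1803 to 1825 of 1961) with 6, plus 1 G:U pair.

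Loss of miR-155, which is made from MIR155HG, would raise its targets. The 1278 genes with a miR-155 site had a median of −0.020 against −0.017 in matched lists (permutation adjusted p = 0.461), which argues against a general rise of 0.05 or more, a size found in 40 of 40 simulated runs. Mature miR-155 was not measured here, and genes are not independent replicates.

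Across 10901 genes, log2 fold change rose with transcript GC content (Spearman 0.26), from a median of −0.06 in the lowest decile to 0.08 in the highest, and not with transcript length (−0.0093). The slope of each library's deviation per 10 points of GC was −0.044, −0.040 and −0.0045 in shCtrl replicates 1, 2 and 3 and 0.019, 0.034 and 0.035 in shmiR155HG replicates 1, 2 and 3. The gap between the group means was 1.48 times the largest range within a group (exact permutation test, p = 0.1, the smallest possible), so a GC bias between libraries and an effect of the knockdown cannot be told apart. After correction, 78.0% of the genes with an adjusted p under 0.05 were still called with the same sign, and JAK3 kept a log2 fold change of −0.43 (adjusted p = 1.80e-06), so the trend is not the whole cause of either. The correction was applied to all genes alike, and a biological trend would be removed with a technical one.

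Even counts made up 53.4% of those from 1 to 59, and 3741 counts of 2 stood against 1656 counts of 1. This is consistent with prepDE.py3 run at its default read length of 75 on reads of 150 bases, which doubles counts. Halving the counts left 569 genes higher and 469 lower by the paper's rule.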
